# Gene expression profiling of the green seed problem in Soybean

**DOI:** 10.1186/s12870-016-0729-0

**Published:** 2016-02-01

**Authors:** Renake N. Teixeira, Wilco Ligterink, José de B. França-Neto, Henk W.M. Hilhorst, Edvaldo A. A. da Silva

**Keywords:** Chlorophyll retention, Differential expression, Drought stress, Green seeds, Heat stress, Seed quality

## Abstract

**Background:**

Due to the climate change of the past few decades, some agricultural areas in the world are now experiencing new climatic extremes. For soybean, high temperatures and drought stress can potentially lead to the “green seed problem”, which is characterized by chlorophyll retention in mature seeds and is associated with lower oil and seed quality, thus negatively impacting the production of soybean seeds.

**Results:**

Here we show that heat and drought stress result in a “mild” stay-green phenotype and impaired expression of the *STAY-GREEN 1* and *STAY-GREEN 2* (*D1*, *D2*), *PHEOPHORBIDASE 2* (*PPH2*) and *NON-YELLOW COLORING 1* (*NYC1_1*) genes in soybean seeds of a susceptible soybean cultivar. We suggest that the higher expression of these genes in fully mature seeds of a tolerant cultivar allows these seeds to cope with stressful conditions and complete chlorophyll degradation.

**Conclusions:**

The gene expression results obtained in this study represent a significant advance in understanding chlorophyll retention in mature soybean seeds produced under stressful conditions. This will open new research possibilities towards finding molecular markers for breeding programs to produce cultivars which are less susceptible to chlorophyll retention under the hot and dry climate conditions which are increasingly common in the largest soybean production areas of the world.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12870-016-0729-0) contains supplementary material, which is available to authorized users.

## Background

Chlorophyll (Chl) retention in mature soybean seeds is a major problem for Brazilian soybean growers. If more than 9 % [1] of their harvest shows this phenotype, marketability will be compromised, resulting in serious financial losses. The “green seed problem” has been reported in oilseeds since the early 1990s, i.e. as detrimental to soybean seed and oil quality [1–3] and to canola oil quality [4–7].

Retention of Chl in soybean seeds is mainly associated with low rainfall and high temperatures during the maturation phase. These are common environmental conditions in tropical areas such as the Brazilian cerrado biome where approximately 45 % of the Brazilian soybean seed production is concentrated (14.5 million hectares) [8]. Besides the climate, other factors or practices during pre- and post-harvesting, such as application of desiccants and premature harvesting followed by drying at high temperatures are also reported to result in retention of chlorophyll in soybean seeds [2]. In addition to these environmental factors there is also variation in the susceptibility of soybean cultivars to green seed production under stress. The cultivar BRS 133 has been previously described as tolerant, producing less green seeds under stressful conditions whereas MG/BR 46 was found to be more susceptible [9].

During leaf senescence, the first observable change is yellowing of green tissues. Yellowing is also observed during normal seed maturation which is expected to be a degreening process resulting from the conversion of Chl into colourless products in a multi-step catabolic pathway similar to that described for leaf senescence [10–12]. Leaf senescence has been extensively studied and mutant lines exhibiting altered leaf senescence have been described for several different species e.g. Arabidopsis, rice, Medicago and soybean. These mutant lines are commonly known as *stay green* (SGR) mutants [13–25]. However, in contrast to leaf senescence, very little is known about Chl degradation in developing and maturing seeds. Degreening in maturing seeds cannot be considered senescence but both leaf senescence and seed maturation require Chl degradation for their completion.

In leaves Chl degradation occurs in the chloroplast and requires six known Chl-catabolic enzymes (CCEs) and a metal-chelating substance (MCS) that remains to be identified [26]. The breakdown starts with the two-step reduction of Chl b to Chl a, catalysed by Chl b reductase and 7-hydroxymethyl Chl *a* reductase (HCAR) [27]. In the next step the central Mg^2+^ ion of Chl is removed by an unknown MCS to yield a Mg-free Chl intermediate known as pheophytin *a* (Phein *a*). Subsequently, pheophytinase (PPH), catalyses the hydrolysis of Phein *a* to produce pheophorbide a (Pheide *a*) [22, 28]. The chlorin macrocycle of Pheide *a* is oxygenolytically opened by Pheide *a* oxygenase (PAO) [14], and the product of this reaction, red Chl catabolite (RCC), is reduced to a non-phototoxic primary fluorescent Chl catabolite (pFCC) by RCC reductase (RCCR) [29]. Thereafter, pFCC is transferred to the cytosol and stored in vacuoles as non-fluorescent Chl-catabolite [10, 11, 20, 26]

In addition to CCEs and MCS, the SGR protein acts as a key regulator of Chl degradation. *SGR* is a nuclear gene encoding a chloroplast targeted protein, and its homologs exist as either single or duplicated genes in higher plants [16]. Most higher plant species have two or more SGR homologs (STAY-GREEN – SGR and STAY-GREEN LIKE – SGRL), all of which are predicted to localize to the chloroplast [16,30]. In a recent study, phylogenetic analysis suggested that the soybean genes, Glyma11g02980 and Glyma01g42390, are homologs of *PsSGR*, *AtNYE1*, *AtNYE2*, and *OsSGR* [17]. These genes were named *D1* (Glyma01g42390) and *D2* (Glyma11g02980) and described in soybean as two unlinked, paralogous nuclear genes, whose double-recessive mutant (*d1d1d2d2*) results in Chl retention in soybean leaves and seeds [17].

The increase of environmental stress over the past decades is a growing concern worldwide especially for agricultural productivity. Efforts have already been made to understand the influence of growing conditions and drying processes on the retention of green pigments in soybean seeds and how it affects the physiological and biochemical characteristics of these seeds [2, 3, 9, 31, 32]. So far, the molecular mechanisms of Chl degradation in seeds and consequently of Chl retention remain unsolved. In this study we have used maturing seeds of two soybean cultivars differing in susceptibility to stress-induced Chl retention to investigate the molecular basis of chlorophyll retention in seeds. A global gene expression approach was performed in association with targeted gene expression analysis (RT-qPCR) to demonstrate that the green phenotype in stressed soybean seeds is related to impaired expression of chlorophyll catabolic genes (CCGs), stay-green genes and also of some photosynthetic proteins. Our results contribute both to the understanding of the physiological underpinning of Chl degradation in seeds and to the identification of possible breeding targets for future soybean improvement.

## Results

### Chlorophyll content in maturing soybean seeds

Plants of susceptible and tolerant soybean cultivars were grown under non-stressed conditions and during the late seed maturation phase some plants were transferred to a condition of combined heat and drought stress. Seeds of both cultivars (matured under stressed and non-stressed conditions) were harvested in three stages of maturation (R6, R7 and R8) according to a scale proposed by SW Ritchie, JJ Hanway and HE Thompson [33] (Additional file 1: Table S1). R6 seed samples (stressed and non-stressed) were considered “green” if there was no sign of Chl degradation and they were still completely green. At R6 there were no appreciable differences in Chl degradation between the different cultivars and between environmental conditions (Fig. 1). At R7, when Chl degradation should have started, the greenish seeds were considered “green”. At this stage there was an expected decrease in percentage of green seeds due to normal chlorophyll degradation during maturation but no significant difference was observed between cultivars or environmental conditions (Fig. 1). At R8, when seeds should be yellow and the presence of Chl is a potential problem for seed quality, any sign of green pigmentation classified seeds as “green”, characterizing chlorophyll retention. At this stage, the susceptible cultivar produced, under stress, a significantly higher level of green seeds, reaching 22 % of green seeds against 1 % produced by the tolerant cultivar (Figs. 1 and 2). For more accuracy in determining the Chl retention in stressed soybean seeds, Chl *a* and Chl *b* were measured by HPLC (Fig. 3).

**Fig. 1:**
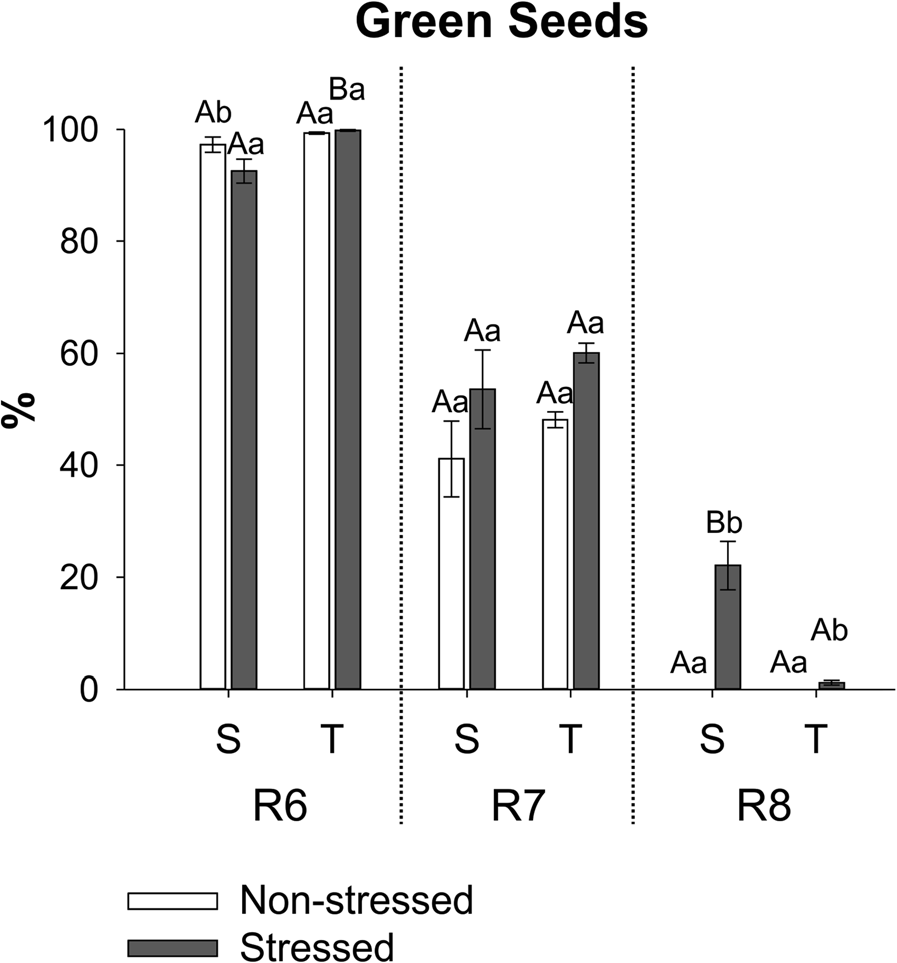
Percentage of green seeds produced under non-stressed (open bars) and stressed (closed bars) environmental conditions by the susceptible (S) and tolerant (T) cultivars in three stages of maturation (R6-R7-R8). Bars represent the mean values ± SE of six independent biological replicates. Lowercase letters represent statistically significant differences (P ≤ 0.05) between different environmental conditions within the same cultivar and developmental stage and uppercase letters between different cultivars within the same environmental condition and developmental stage

**Fig. 2:**
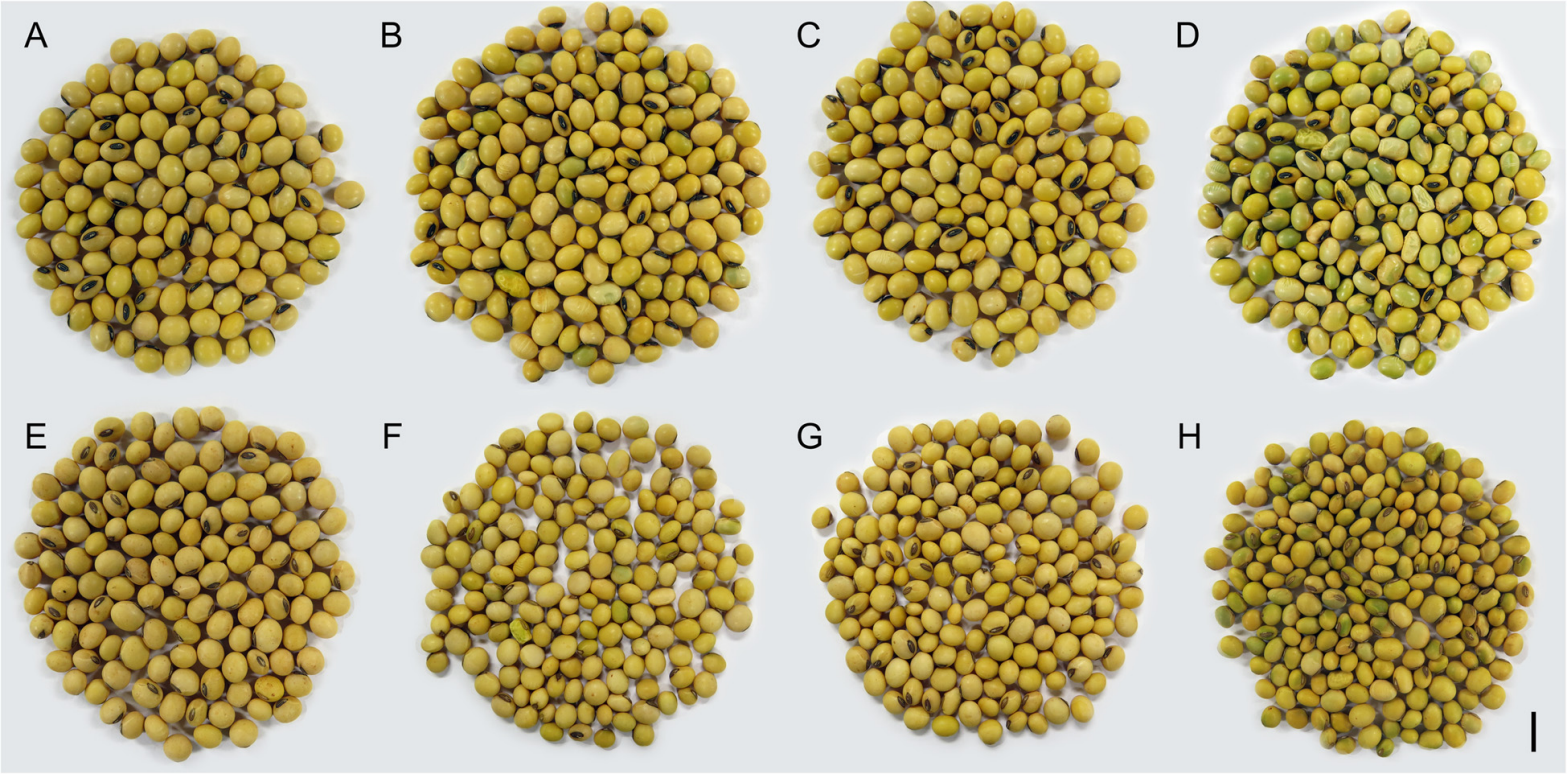
Non-stressed and stressed soybean seeds of the susceptible (top) and tolerant cultivar (bottom). **a** and **e**, non-stressed seeds; **b** and **f**, stressed seeds; **c** and **g**, yellow stressed seeds (selected from original stressed sample shown in **b** and **f**); **d** and **h**, green stressed seeds (selected from original stressed sample shown in **b** and **f**). Black bar in the right bottom corner represents 1 cm

**Fig. 3:**
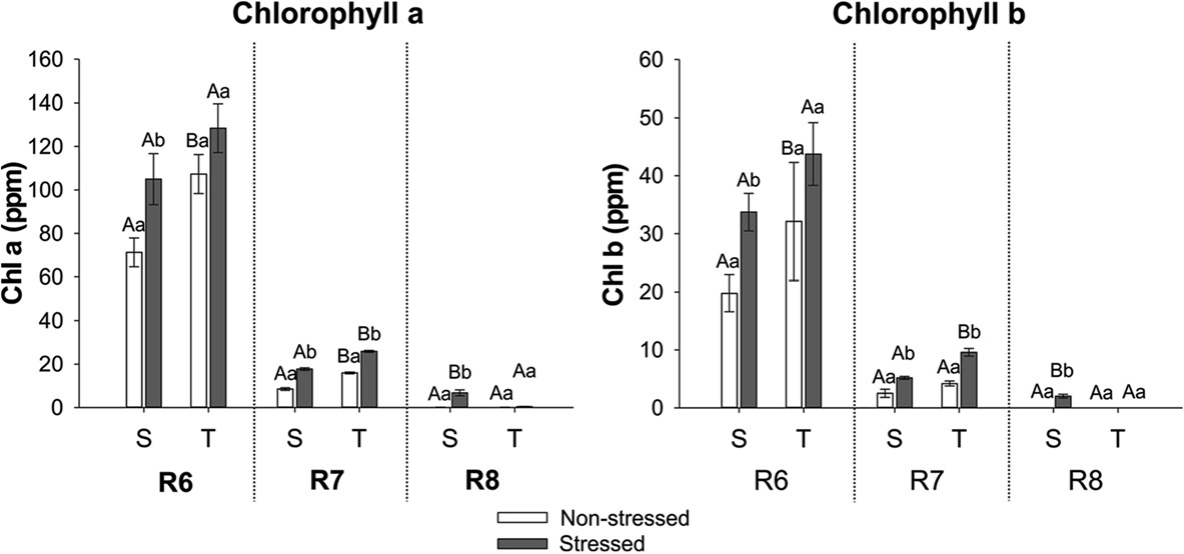
Chl *a* and *b* content of soybean seed samples produced under non-stressed (open bars) and stressed (closed bars) environmental condition by the susceptible (S) and tolerant (T) cultivars in three stages of maturation (R6-R7-R8). Bars represent the mean values ± SE of three independent biological replicates. Lowercase letters represent statistically significant differences (P ≤ 0.05) between different environmental conditions within the same cultivar and developmental stage and uppercase letters between different cultivars within the same environmental condition and developmental stage

As expected, the chlorophyll content decreased during maturation of both cultivars, independently of the environmental condition. Chl *a* was present at higher levels in the seeds than Chl *b*. The effect of stress on seed chlorophyll content was variable depending on the cultivar and stage of maturation. At R8, when the presence of chlorophyll is a problem, there was only difference between stressed and non-stressed seeds of the susceptible cultivar and the levels of Chl *a* and *b* in stressed seeds of this cultivar were significantly higher than in stressed seeds of the tolerant material. This indicates that the difference in susceptibility to Chl retention between the two cultivars is genetic.

### Global gene expression profiling of stressed and non-stressed seeds of the susceptible soybean cultivar

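RNA from whole seeds of the susceptible cultivar was hybridized to the Affymetrix Soybean Genome array, with 1 array for each sample. Stressed plants had been transferred at R5.5 to a hotter greenhouse (39.5 °C by day on average) and watered only on wilting, while the other plants stayed under non-stressed conditions. Data from 16 arrays were analysed, where the paper's methods state 18. Non-stressed seeds had 3 arrays at R6, 2 at R7 and 2 at R8, and stressed seeds had 3 arrays at each stage. The deposited values are the authors' background-corrected and normalized log2 signals (RMA), with 1 value per probe set. The number of arrays per condition limits the precision of each comparison. The array also carries probe sets for soybean pathogens, and these had a median log2 signal of 0.20 to 0.33 per array. Of the soybean probe sets, 14068 to 15403 per array had a log2 signal above 3. Ribosomal RNA probe sets had a median log2 signal of 6.94 ± 0.90 (SD, n = 2 arrays) in non-stressed R7 seeds and 9.05 ± 0.12 (SD, n = 3) in stressed R7 seeds. The log2 signal of actin was higher at its 3′ end than at its 5′ end by 3.50 ± 0.75 (SD, n = 2) in non-stressed R7 seeds, and by 1.65 to 2.34 on average in the other conditions. For GAPDH the 3′ end exceeded the middle by 0.43 on average in non-stressed and 0.72 in stressed R6 seeds. That difference was 1.59 and 1.12 in non-stressed and stressed R7 seeds, and 1.72 and 1.65 in those of R8. A linear model (limma) with 1 mean per condition was fitted to the soybean probe sets of the 11 R6 and R8 arrays, and for R7 to those of all 16 arrays. A probe set was called changed at a Benjamini-Hochberg adjusted p of 0.05 or less and a change of at least 2-fold. At an unadjusted p of 0.05 or less alone, by limma, 10897 of 19194 probe sets passed at R6, 8358 at R8 and 10734 averaged over both. Counts of list genes at that unadjusted limit are to be read beside these. Genes were named through the probe sets that pair with 1 gene, and the probe set with the highest mean signal stood for its gene. Gene groups were lists of gene symbols, compared with the other probe sets by limma's camera test with a preset correlation of 0.01 between genes. With the correlation estimated from the data instead, 0 lists passed at an adjusted p of 0.05 in any stress comparison, and the counts at an unadjusted p of 0.05 were 4 at R6, 6 at R8 and 1 at R7. By limma's fry test, which asks whether the genes of a list move on balance in 1 direction, 17, 16 and 8 lists passed at R6, R8 and R7.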

A transcriptome analysis was carried out to identify changes in gene expression in soybean seeds of the susceptible cultivar, produced under non-stressed and combined heat and drought stress conditions during the late stages of maturation. The microarray used in this study covered 37,500 soybean transcripts. After normalization and background removal, data was filtered to keep probe sets with a signal above 3 in at least one of the conditions analysed, leaving 19,352 probe sets for further analysis.

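Transcripts of seed reserves gave some of the strongest signals among the named genes. In non-stressed R6 seeds the log2 signal was 13.15 ± 0.02 (SD, n = 3 arrays) for GY1, a glycinin, and 12.53 ± 0.03 for KTI3, a Kunitz trypsin inhibitor. ICL1, isocitrate lyase of the glyoxylate cycle, lay below 3 in non-stressed R6 and R8 seeds, at 1.66 ± 0.25 at R6 (SD, n = 3) and 1.19 ± 0.06 at R8 (SD, n = 2), and above it in the other 4 conditions, with the highest mean in stressed R6 seeds, 6.72 ± 0.30 (SD, n = 3). Of the 37593 soybean probe sets, 19194 had a mean log2 signal above 3 in at least 1 of the 6 conditions. A further 48 probe sets of other organisms and 110 control probe sets passed the same limit and were left out of the tests. Among the soybean probe sets kept, 5751 pair with 1 gene, 286 with several genes and 13157 with none, so that 4363 genes were measured, of which 696 have a name other than a locus number.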

R7 samples were composed of a mixture of seeds with variable levels of Chl degradation, which was considered to reflect slightly different stages of maturation. Based on these observations and on the results of PCA analysis (data not shown) we decided to use only data from the stages R6 and R8 for further analysis, in order to avoid ambiguous results.

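At R7 part of the seed storage protein transcripts were lower in stressed than in non-stressed seeds. Of 10 measured genes 4 fell, none rose and 6 did not pass the test, and the counts were the same when adjusted over the list alone. BG7S-1 was not called without non-stressed R7 replicate 1 or stressed R7 replicate 1 or with medians centred (log2 fold changes -0.92, -0.89 and -0.90). Among those that fell CG-BETA-1, a beta-conglycinin subunit, was 4.34-fold lower (log2 fold change -2.12, standard error 0.23, adjusted p = 3.6e-05, 3 stressed against 2 non-stressed arrays), and GY1 was 3.96-fold lower (log2 fold change -1.99, standard error 0.34, adjusted p = 5.1e-04). In non-stressed R7 seeds GY1 lay at 12.78 and 12.74, near the highest value of the arrays (13.28), where part of a change can go unseen. As a group the storage protein transcripts were lower than the other probe sets (limma's camera test, adjusted p = 0.0209, and adjusted p = 0.773 with an estimated correlation). KTI3 fell too, with a log2 fold change of -2.47 (standard error 0.19). Of 11 NAC transcription factors 3 fell, none rose and 8 did not pass, but 1 fell without either of the non-stressed R7 arrays or without stressed R7 replicate 1. NAC12 (log2 fold change -2.10, standard error 0.68, adjusted p = 0.0195) was then not called (adjusted p = 0.0634 and 0.0972 without non-stressed replicates 1 and 2, 0.0701 without stressed replicate 1). Of 23 flavonoid genes 2 rose, F3H (flavanone 3-hydroxylase) by 3.74-fold and ANS2 (anthocyanidin synthase) by at least 2.93-fold from the background, and 3 fell, CYP93A1 most (-2.03 on the log2 scale), or 2 when adjusted over the list alone and 1 without non-stressed R7 replicate 1 or stressed R7 replicate 2 (camera, adjusted p = 0.751). Of 13 genes of jasmonic acid and lipoxygenases 2 rose, among them AOC4, an allene oxide cyclase (3.42-fold, adjusted p = 1.0e-04), and 2 fell, LOX2 and LOX1.1 (-2.68 and -1.09 on the log2 scale, the second -0.98 and not called with medians centred), and without non-stressed R7 replicate 2 or stressed R7 replicate 1 or 2 AOC4 alone rose. Of 3 ethylene genes ACS1, an enzyme of synthesis, rose (2.94-fold, adjusted p = 2.6e-04) and EIN4, of the receptor family, fell (-1.78 on the log2 scale). In all, 3563 of 19194 probe sets passed the test at R7, 1270 of them higher and 2293 lower under stress. With every array's median set to the same value the split was 1651 higher and 1894 lower. Over all 16 arrays the first principal component held 69.9% of the variance and placed the arrays from R6 to R8. The non-stressed seeds had mean scores of -155 ± 1.31 at R6 (SD, n = 3), 43.8 ± 11.7 at R7 (n = 2) and 145 ± 3.91 at R8 (n = 2), and the stressed seeds -112 ± 4.65, 14.7 ± 13.2 and 127 ± 2.04 (n = 3 each). The non-stressed R7 arrays are also those with the lowest ribosomal RNA signals and the largest difference between the 3′ and 5′ ends of actin. From the mixture of seeds at R7 and the principal component analysis, the paper reasons that R7 would give ambiguous results and goes on with R6 and R8.

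**Figure D1:**
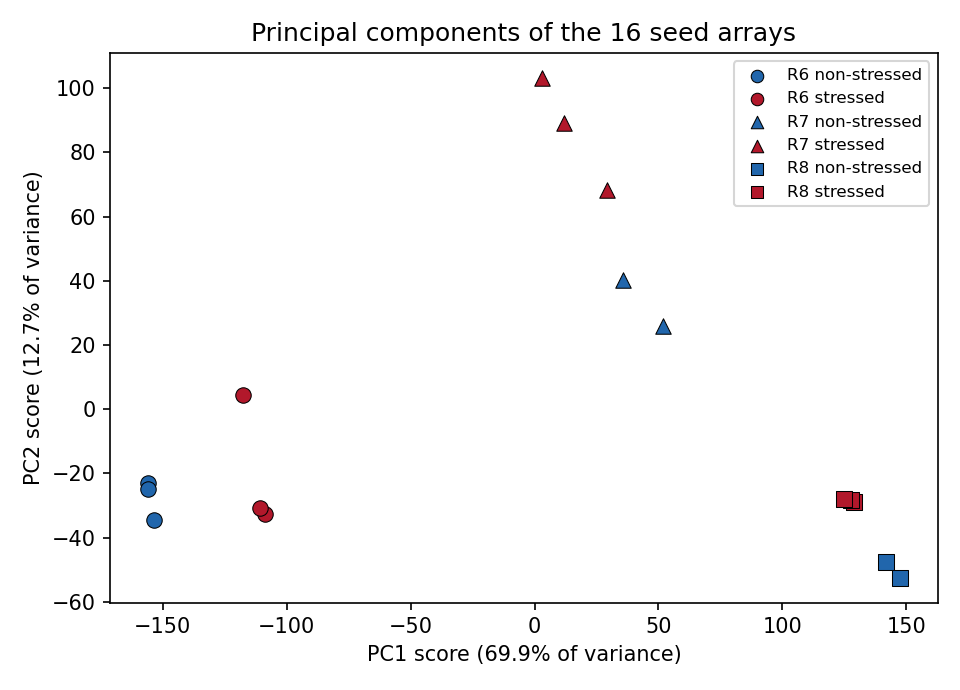
Scores of the 16 arrays on the first 2 principal components of the log2 signals of 19194 soybean probe sets, by stage and environment. The first component (69.9% of the variance) runs from the R6 arrays to the R8 arrays, and the R7 arrays lie between them.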

For the differential expression analysis a comparison was made between stressed and non-stressed seeds during maturation, from R6 to R8. 

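ICL1 rose from a low signal at both stages, by 33.4-fold at R6 (log2 fold change 5.06, standard error 0.20, adjusted p = 3.8e-08) and 21.1-fold at R8 (log2 fold change 4.40, standard error 0.22, adjusted p = 5.8e-07). ETR2, an ethylene receptor, rose by 6.91-fold and 5.45-fold (log2 fold changes 2.79 ± 0.16 and 2.45 ± 0.17, standard error), and BMY2, a beta-amylase, by 6.20-fold and 7.98-fold (adjusted p = 2.3e-04 and 4.1e-04). SPX3, of a family that senses phosphate status, fell at R6 (log2 fold change -1.38, standard error 0.24, adjusted p = 8.2e-04) and at R8 (log2 fold change -2.68, standard error 0.26, adjusted p = 5.1e-05). PHR18, of the phosphate starvation response family, fell at R8 (log2 fold change -1.88, standard error 0.21, adjusted p = 1.1e-04) and had a log2 fold change of -0.63 at R6. Comparisons used 3 stressed arrays at each stage, against 3 non-stressed arrays at R6 and 2 at R8. Averaged over R6 and R8, 1369 of the 19194 soybean probe sets were called, 896 higher and 473 lower under stress. The paper's count is for stressed against non-stressed seeds from R6 to R8, and how the stages were combined is not given in its text. At R6 alone 1448 probe sets rose and 1408 fell, and at R8 alone 1153 rose and 480 fell. A rise at both stages was found for 286 probe sets, where 87.0 would overlap by chance, and a fall at both for 57, against 35.2 by chance. A further 54 fell at R6 and rose at R8, and 14 did the reverse. Tested directly, the response to stress differed between the stages for 3887 probe sets, in 2190 of them with the higher log2 fold change at R8. Replicate 3 of the stressed R6 seeds stood apart from the others of its condition, with a mean correlation of 0.958 with them, the lowest of all arrays. Without that array 1574 probe sets were called over both stages and 3659 at R6.

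**Figure D2:**
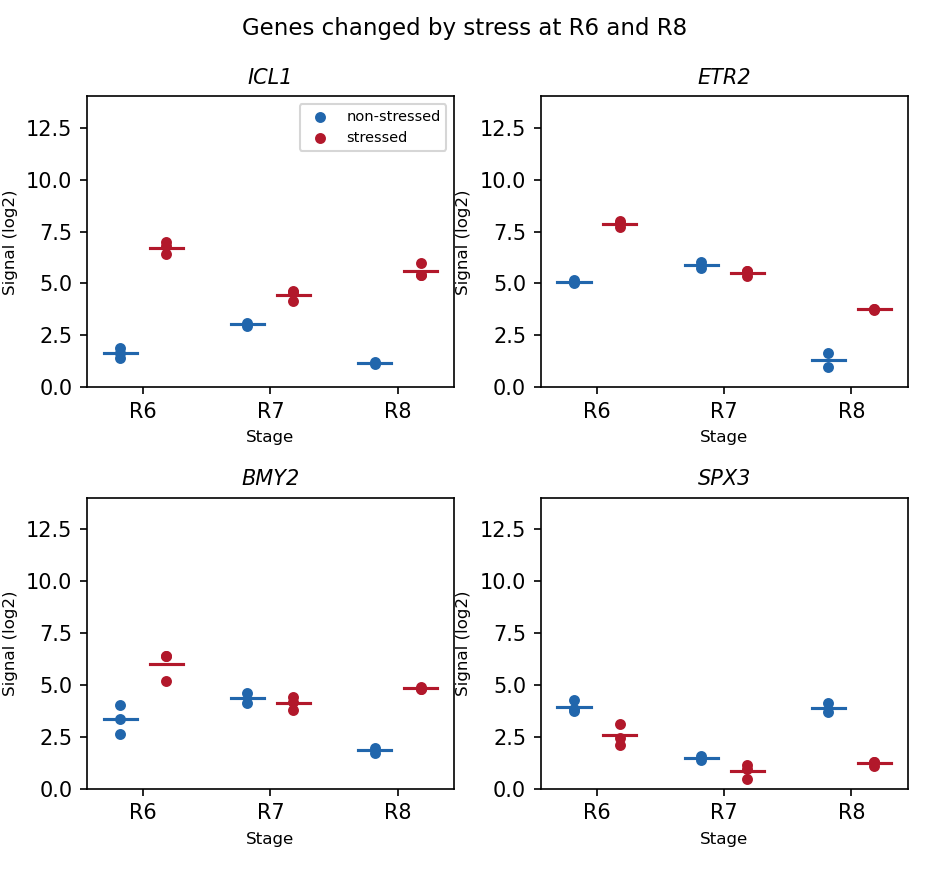
Log2 signal of ICL1, ETR2, BMY2 and SPX3 on each array at R6, R7 and R8, in non-stressed (blue) and stressed (red) seeds. Points are arrays and short horizontal lines mark the means of the conditions. At R6 and R8 ICL1, ETR2 and BMY2 have higher means and SPX3 a lower mean in stressed seeds.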

In total 833 genes exhibited at least a 2-fold change in expression (*p*-value ≤ 0.05 over three biological replicates). Expression of the selected genes was analysed with the seed-specific pathway of the Page-Man/MapMan package (http://MapMan.gabipd.org). This pathway efficiently captures the most relevant molecular processes in seeds (Fig. 4) [34] and it allows a global overview of the ontologies of the up- and down-regulated genes in stressed seeds, during the maturation process.

**Fig. 4:**
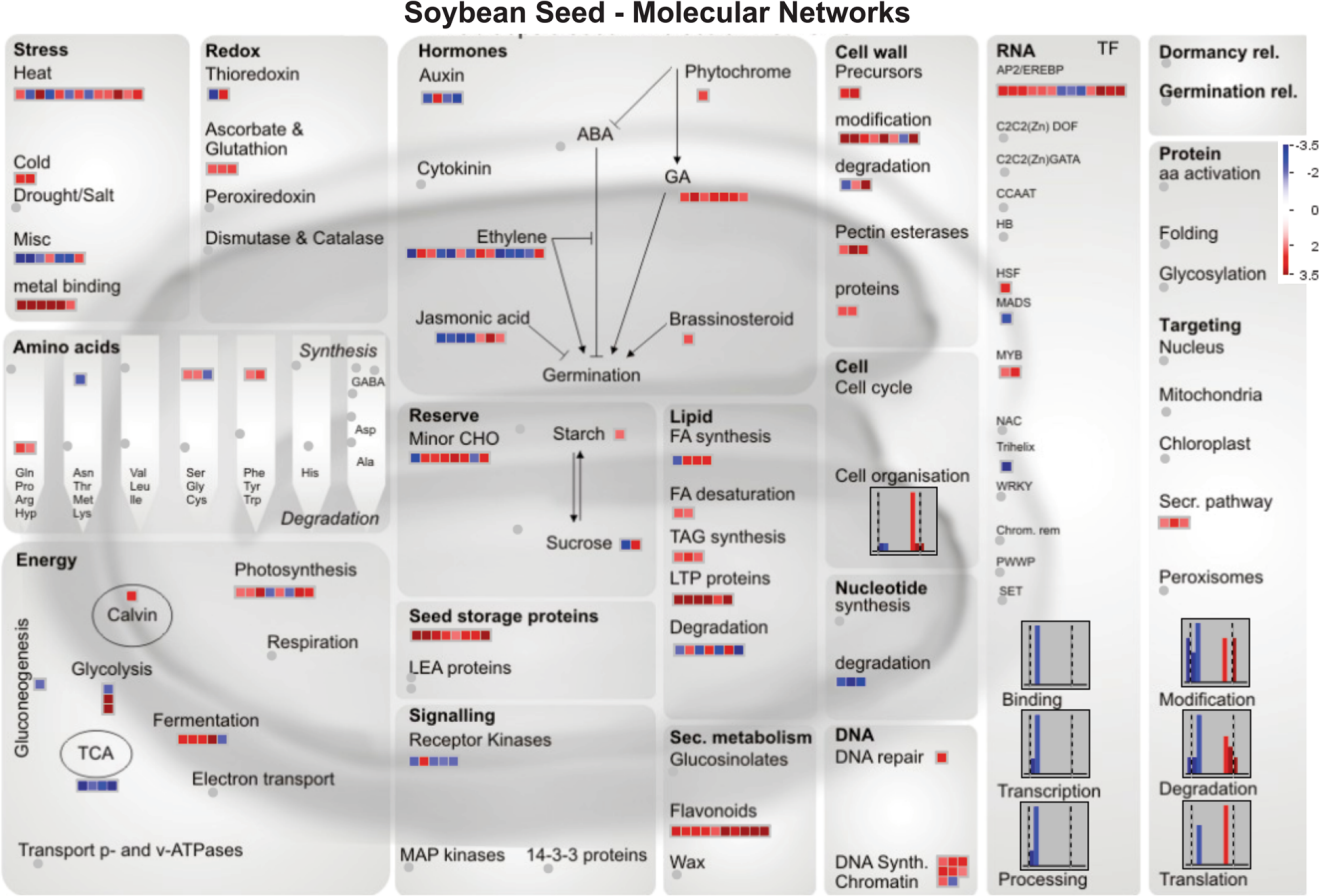
Seed MapMan molecular network map. Log2 ratios are used to express relative transcript levels in stressed versus non-stressed soybean seeds during maturation (R6-R8). Red squares depict higher levels in stressed seeds; blue squares higher levels in non-stressed seeds. Only ratios with P values lower or equal to 0.05 are displayed

In the seed-specific pathways multiple ontologies were enriched. 

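At R6 some genes of leaf senescence rose and some of the seed coat and of water transport fell, while at R8 some protease inhibitors and genes of oil synthesis rose. Each of these groups passed camera with the preset correlation of 0.01 and none did with an estimated correlation. Of 19 measured genes of leaf senescence 5 rose at R6 and none fell (camera, adjusted p = 0.00214; adjusted p = 0.265 with an estimated correlation), among them NAC12 (log2 fold change 3.94, standard error 0.65, adjusted p = 6.6e-04, 3 against 3 arrays, and a log2 fold change of 4.88 without stressed R6 replicate 3) and SARK, a senescence-associated receptor kinase (log2 fold change 1.79, standard error 0.33, adjusted p = 0.00144). Of the 11 NAC factors, some of which are in that list too, 4 rose and none fell (adjusted p = 0.00907; adjusted p = 0.265 with an estimated correlation). Of 29 MYB factors 7 rose and 2 fell (adjusted p = 0.0173; adjusted p = 0.140 with an estimated correlation), with MYB60 at 2.00 and MYB172 at -2.89 on the log2 scale. Among 5 genes expressed in the seed coat 3 fell and 1 rose (adjusted p = 0.0451; adjusted p = 0.265 with an estimated correlation). SCB1, a seed coat BURP-domain protein, fell 14.6-fold, HPS, the hydrophobic protein of the seed surface, 12.4-fold and LAR1, a leucoanthocyanidin reductase, at least 4.11-fold to the background, whereas Ep, the seed coat peroxidase, rose 4.51-fold. Without replicate 3 of the stressed R6 seeds the group no longer passed (adjusted p = 0.0604), nor did it without non-stressed R6 replicate 1 (0.0525) or stressed R8 replicate 2 (0.0505), or after another quantile normalization (0.0531), with array weights (0.0626) or with the replicate number as a block (0.0556). Of 13 aquaporins 4 fell and none rose (adjusted p = 0.0185; adjusted p = 0.265 with an estimated correlation). PIP2-13 fell at R6 (log2 fold change -1.13, standard error 0.10, adjusted p = 1.5e-05) and rose at R8 (log2 fold change 1.76, standard error 0.12, adjusted p = 3.6e-06), and the aquaporins as a group were higher than other probe sets at R8 with 1 gene called (adjusted p = 0.0184; adjusted p = 0.301 with an estimated correlation). Heat shock proteins had 1 gene higher and 1 lower of 7 at R6 (2 lower without stressed R6 replicate 3). Their median log2 fold change was 0.30 and the camera direction was downward (adjusted p = 0.733). HSP17.5-E, a small heat shock protein, had a log2 signal of 6.57 ± 2.92 in stressed R6 seeds (SD, n = 3) and 2.91 ± 0.63 in non-stressed seeds (adjusted p = 0.0175, and 0.0568 without non-stressed R6 replicate 1 or 0.0551 with unmoderated statistics). Its log2 fold change was 3.66, with 1.97 without stressed R6 replicate 3, 4.54 without stressed replicate 1 and 4.46 without stressed replicate 2. At R8 none of the 7 was called by limma (1 at an unadjusted p of 0.05 or less, and 1 called higher without stressed R6 replicate 3). Late embryogenesis abundant proteins and dehydrins had none of 30 genes past both limits at R6, and 1 without stressed R6 replicate 3. At an unadjusted p of 0.05 or less by limma 13 of the 30 passed at R6, beside 10897 of all 19194 probe sets. At R8 2 of these genes were higher, PM27 and PM3. As a group they passed at both stages (adjusted p = 0.0451 at R6, adjusted p = 0.265 with an estimated correlation; adjusted p = 0.0260 at R8, adjusted p = 0.268 with an estimated correlation), but at R6 without stressed replicate 3 the adjusted p was 0.116, and it lay above 0.05 when any of 5 other arrays was left out, after another quantile normalization (0.0562), with medians centred (0.0726), with array weights (0.130) or with the replicate number as a block (0.0556).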

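Of 9 measured protease inhibitors 5 rose and 1 fell at R8 (camera, adjusted p = 0.0132; adjusted p = 0.136 with an estimated correlation), and 1 rose at R6, none without stressed R6 replicate 3. BBI, a Bowman-Birk inhibitor, was 20.6-fold higher (log2 fold change 4.37, standard error 0.15, adjusted p = 5.2e-08, 3 against 2 arrays), D-II was 10.9-fold higher and KTI3 9.49-fold higher (log2 fold change 3.25, standard error 0.13, adjusted p = 9.8e-08). At R6 these 3 had log2 signals of 12.20 (BBI) to 12.53 (KTI3) in non-stressed seeds, near the highest value of the arrays (13.28), where a change can go unseen, so their responses at R6 and R8 are not compared. BBI-2 fell at R8, with a log2 fold change of -1.49. Of 18 genes of fatty acid and oil synthesis 3 rose and none fell at R8 (adjusted p = 0.0336; adjusted p = 0.136 with an estimated correlation). SACPD-C, a stearoyl-ACP desaturase, rose 7.78-fold (log2 fold change 2.96, standard error 0.09, adjusted p = 3.2e-08), FAD2-1A, an oleate desaturase, 3.73-fold and FAD3B, a linoleate desaturase, at least 1.66-fold from the background after a log2 fold change of -1.07 at R6. The group did not pass without non-stressed R8 replicate 2 (adjusted p = 0.0538) or stressed R8 replicate 3 (0.0577), nor with the replicate number as a block (0.0528). ADH2, an alcohol dehydrogenase, was 7.97-fold higher at R8 (log2 fold change 2.99, standard error 0.11, adjusted p = 6.0e-08), the only one of 8 measured fermentation and aldehyde dehydrogenase genes that was called, with 1 more, lower, without non-stressed R8 replicate 2 (adjusted p = 0.0336 for the group; adjusted p = 0.408 with an estimated correlation; 0.0570 without non-stressed R8 replicate 2). SFERH-2, a ferritin subunit, fell 3.03-fold at R6 and rose 13.6-fold at R8 (adjusted p of the difference 4.6e-06; 8.80-fold without non-stressed R8 replicate 1 and 21.0-fold without replicate 2), and the 6 metal-binding genes passed as a group at R8 (adjusted p = 0.0142; adjusted p = 0.135 with an estimated correlation). Of 6 genes of sucrose and starch metabolism 3 rose at R8 (adjusted p = 0.0184; adjusted p = 0.196 with an estimated correlation). Of 4 defence proteins 3 rose at each stage, among them PR-10 (log2 fold changes 2.10 at R6 and 1.94 at R8) and OLPa, an osmotin-like protein, at R6 (log2 fold change 4.56, standard error 0.31, adjusted p = 2.0e-06). Without non-stressed R8 replicate 2 only 1 of the 4 was called at R8, as OLPa and CHIA1, a chitinase, no longer passed (adjusted p = 0.145 and 0.113), and OLPa was not called without non-stressed R8 replicate 1 or stressed R8 replicate 2 or 3 either (0.0685, 0.0593 and 0.0767). Leaf senescence genes (1 higher and 1 lower, with 0 to 2 higher and 1 to 2 lower when 1 array was left out), MYB factors (5 higher) and NAC factors (1 lower, and 1 higher without non-stressed R8 replicate 2) were also higher as groups than the other probe sets at R8 (adjusted p = 0.0336, 0.0308 and 0.0336), with adjusted p = 0.370 with an estimated correlation for senescence, adjusted p = 0.135 with an estimated correlation for MYB and adjusted p = 0.329 with an estimated correlation for NAC. Without non-stressed R8 replicate 2 none of these 3 groups passed by camera (adjusted p = 0.0898, 0.0570 and 0.0765). For all these lists the counts of called genes at R6 and R8 were the same when adjusted over the list alone.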

As was expected, the stress significantly changed expression of genes related to a large number of different cell functions. For example, photosynthesis, transcription factors such as AP2/EREBP, minor CHO (reserve), DNA repair/synthesis, cell wall modification, seed storage proteins, flavonoids (secondary metabolism), lipid transfer proteins and GA metabolism were among the up-regulated pathways. 

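Most of the measured seed storage protein genes rose under stress at R8. Of 10 measured genes 8 rose, none fell and 2 did not pass the test (camera, adjusted p = 2.1e-07; adjusted p = 0.135 with an estimated correlation). BG7S-2, a basic 7S globulin, was 20.2-fold higher in stressed seeds (log2 fold change 4.34, standard error 0.12, adjusted p = 1.1e-08, 3 against 2 arrays), the glycinin GY5 14.7-fold (log2 fold change 3.88, standard error 0.17, adjusted p = 2.6e-07), the 2S albumin GM2S-1 6.28-fold and the glycinin GY1 5.74-fold, or 9.85-fold without non-stressed R8 replicate 1 and 3.34-fold without replicate 2. Stressed R8 seeds had GY1 at a mean of 12.91, near the highest value of the arrays (13.28), where part of a change can go unseen. At R6 1 of the 10 rose, GY7, which was not called without non-stressed R6 replicate 2 or 3 (log2 fold changes 0.94 and 0.81). The responses at R8 and R6 are not compared for these genes, since several of them lie near the highest value of the arrays (13.28) at R6, where a change can go unseen. Of 12 genes of gibberellin metabolism and response 5 rose and none fell at R8 (adjusted p = 0.0184; adjusted p = 0.135 with an estimated correlation), while at R6 1 rose and 4 fell. GA2OX6 and GA2OX8, oxidases that inactivate gibberellin, rose 6.64-fold and 2.14-fold at R8, and GASA27, of a gibberellin-regulated peptide family, 7.11-fold (log2 fold change 2.83, standard error 0.11, adjusted p = 8.4e-08). GASA3 and GASA4 fell at R6, with log2 fold changes of -2.53 and -2.41. Of 12 AP2/EREBP transcription factors 3 rose and 1 fell at R6. DREB2A2, a dehydration-responsive factor, rose 7.35-fold (log2 fold change 2.88, standard error 0.11, adjusted p = 2.9e-08), AP2-9 at least 5.53-fold from the background and DREB1 2.15-fold (adjusted p = 1.4e-04, and a log2 fold change of 0.96, below the limit, without non-stressed R6 replicate 3), while ERF6 had a log2 fold change of -1.45 and 2 genes fell without non-stressed or stressed R6 replicate 3. At R8 none of the 12 passed both limits in limma (7 at an unadjusted p of 0.05 or less), and the group passed (adjusted p = 0.0336; adjusted p = 0.309 with an estimated correlation; 0.0570 without non-stressed R8 replicate 2 and 0.0528 with the replicate number as a block). Of 23 flavonoid genes 4 rose and 8 fell at R6, and 1 rose and 1 fell at R8. IFR1, an isoflavone reductase, fell 18.0-fold and DFR1, a dihydroflavonol reductase, 7.53-fold at R6, whereas CHR1, a chalcone reductase, rose 6.42-fold (3.97-fold without stressed R6 replicate 3). CYP93A1, an enzyme of phytoalexin synthesis, rose at R6 (1.89 ± 0.28 on the log2 scale, standard error) and fell at R8 (-1.50 ± 0.32). Among 3 genes of minor carbohydrate metabolism MIPS, inositol-3-phosphate synthase, rose 4.54-fold at R8, and GOLS, galactinol synthase, had a log2 fold change of 0.76 (adjusted p = 2.6e-04). Of 4 cell wall genes the expansins EXP1 at R6 and EXP2 at R8 rose (log2 fold change 1.09, standard error 0.20, adjusted p = 0.00127, and log2 fold change 1.18, standard error 0.27, adjusted p = 0.00814), and EXP4 fell at least 10.8-fold at R6, to the background. Without stressed R6 replicate 3, 2 of the 4 were higher at R6. EXP1 was not called without non-stressed R6 replicate 3 (log2 fold change 0.92), nor EXP2 without non-stressed R8 replicate 1 (adjusted p = 0.0710). Of 2 genes of DNA synthesis and repair LOC548079 fell at R6 (log2 fold change -1.50, standard error 0.12, adjusted p = 7.0e-06) and neither was called at R8 by limma (1 at an unadjusted p of 0.05 or less). The counts for these lists were unchanged at R6 and R8 when adjusted over the list alone, and lipid transfer proteins were not analysed here.

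**Figure D3:**
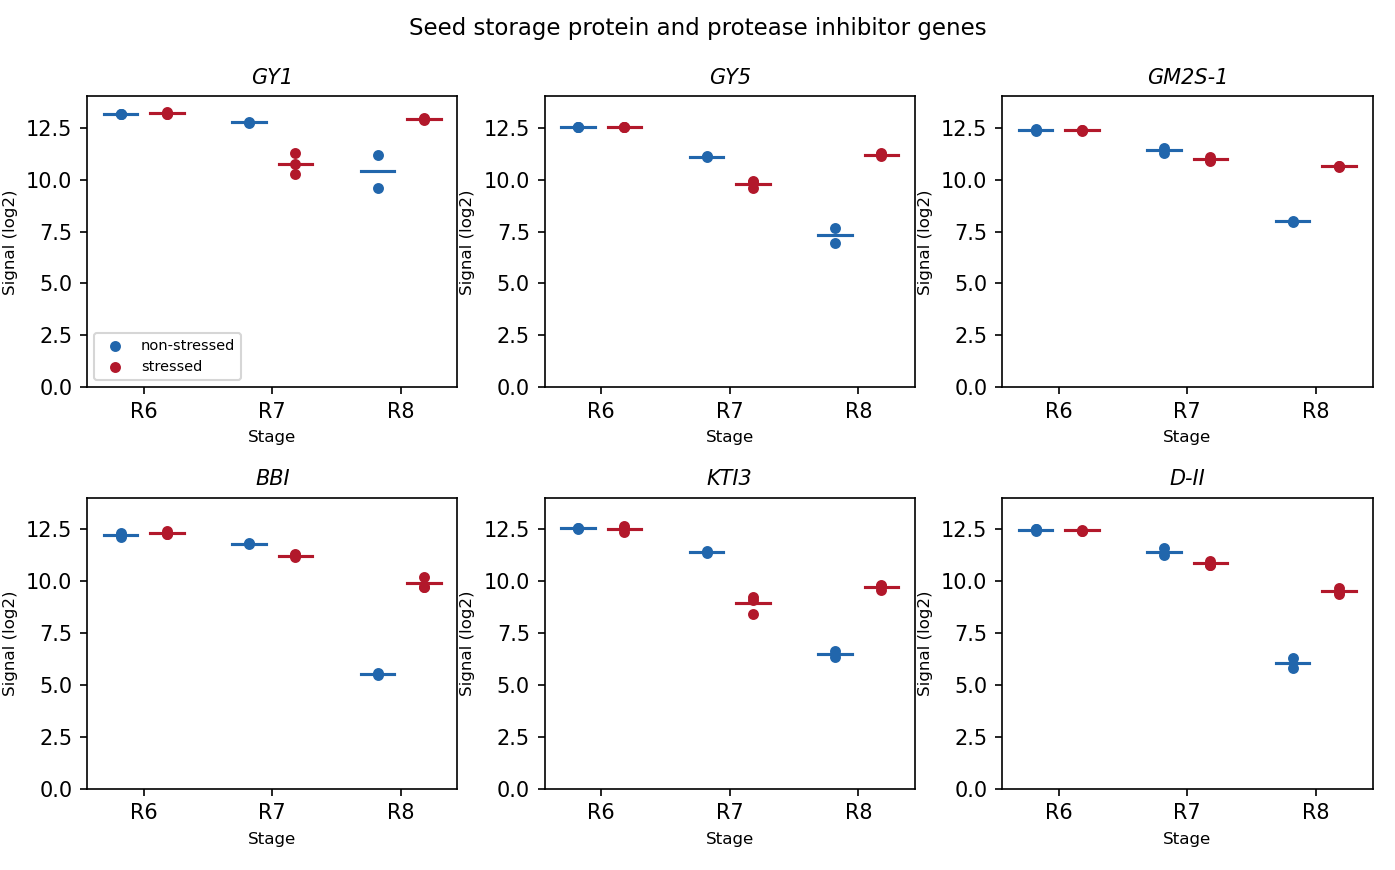
Log2 signal of the seed storage protein genes GY1, GY5 and GM2S-1 and the protease inhibitor genes BBI, KTI3 and D-II on each array, in non-stressed (blue) and stressed (red) seeds. Points are arrays and short horizontal lines mark the means of the conditions. At R8 the stressed means lie above the non-stressed means, by log2 fold changes of 2.52 (GY1) to 4.37 (BBI).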

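MDH-1, a malate dehydrogenase, fell 2.34-fold under stress at R6 (log2 fold change -1.23, standard error 0.11, adjusted p = 9.9e-06, 3 against 3 arrays) and had a log2 fold change of -0.57 at R8 (adjusted p = 0.00464, 3 against 2 arrays). The other measured gene of the TCA cycle, IDH1, an isocitrate dehydrogenase, had log2 fold changes of -0.20 and -0.56 and was not called. AAH, allantoate amidohydrolase of purine breakdown, fell 2.06-fold at R8 (log2 fold change -1.05, standard error 0.13, adjusted p = 2.5e-04), and its response differed from that at R6 (log2 fold change -0.20 there, adjusted p of the difference 0.00386). UR2, a uricase and the other gene of nucleotide degradation measured, had log2 fold changes of 0.47 at R6 and 0.23 at R8 and was not called. For RNA transcription the general transcription factors TFIIB1 and TBP1 were measured. Their log2 fold changes at R6 were 0.58 (standard error 0.13, adjusted p = 0.00447) and 0.39 (standard error 0.14, adjusted p = 0.0419), below the 2-fold limit, and at R8 -0.06 and 0.17. The 4 cytosolic ribosomal protein genes had log2 fold changes of -0.71 (RPL37) to -0.47 (RPS13) at R6, each with an adjusted p below 0.05 and none at the 2-fold limit. These groups hold too few measured genes for a test of the group, the counts were the same when adjusted over the list alone, and genes of RNA binding and processing were not analysed here.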

Genes related to TCA, nucleotide degradation and RNA binding, transcription and processing were down regulated as compared to non-stressed seeds.

We focused on genes related to photosynthesis and to genes encoding enzymes involved in the Chl degradation pathway, because our aim was to find genes related to Chl retention in soybean seeds. 

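Some photosynthesis genes fell in stressed seeds at R6. Of 5 measured genes of the light reactions 3 fell and 2 did not pass the test (camera, adjusted p = 0.00907; adjusted p = 0.140 with an estimated correlation). CAB3, a chlorophyll a/b-binding protein, fell 3.18-fold (log2 fold change -1.67, standard error 0.11, adjusted p = 1.2e-06, 3 against 3 arrays), LOC547819 3.62-fold (log2 fold change -1.86, standard error 0.23, adjusted p = 1.1e-04) and ELIP, an early light-induced protein, 2.77-fold (log2 fold change -1.47, standard error 0.17, adjusted p = 7.1e-05). PSAD, a photosystem I subunit, had a log2 fold change of -0.67 (adjusted p = 2.0e-04), and PETC, the Rieske protein of the cytochrome b6f complex, of -0.44 (adjusted p = 0.0866). Of 4 genes of Rubisco activase 3 fell at R6, RCABETA 3.28-fold, RCAALPHA 2.94-fold and RCA14 2.13-fold. At R8 none of the 5 genes of the light reactions passed both limits in limma (2 at an unadjusted p of 0.05 or less), and 1 rose past both without non-stressed R8 replicate 1 and 1 without replicate 2. ELIP had a log2 fold change of 0.91 (standard error 0.19, adjusted p = 0.00512, 3 against 2 arrays) and PETC of 0.89 (standard error 0.22, adjusted p = 0.0110), while CAB3 stood at -0.18. Signals of ELIP at R8 were below 3, at 1.11 and 1.36 in non-stressed and 2.09 to 2.18 in stressed seeds. PETC lay at 2.80 and 2.55 in non-stressed R8 seeds. The responses at R8 and R6 differed for CAB3 (adjusted p = 8.2e-05), ELIP (8.4e-05) and PETC (0.00517). Of the genes of chlorophyll breakdown the paper names, SGR1 and SGR2 were measured. SGR1 carries the synonym D2, whereas the paper lists its STAY-GREEN 1 and 2 as D1 and D2 in that order. SGR1 rose 2.09-fold under stress at R8 (log2 fold change 1.06, standard error 0.13, adjusted p = 2.2e-04) and had a log2 fold change of 0.37 at R6 (adjusted p = 0.0242; adjusted p of the difference 0.0106). SGR2 had log2 fold changes of 0.16 and 0.22 (standard error 0.21, adjusted p = 0.461) at R6 and R8, and the pair are close paralogs. From R6 to R8 without stress SGR1 and SGR2 rose 2.10-fold and 2.79-fold (log2 fold changes 1.07 ± 0.13 and 1.48 ± 0.21, standard error), and CAB3 and PETC fell 22.9-fold and 12.9-fold. Of 4 genes of chlorophyll synthesis none was called at R6 or R8 by limma (2 and 2 at an unadjusted p of 0.05 or less, and 1 at R6 without stressed R6 replicate 1), and CPX, coproporphyrinogen oxidase, had a log2 fold change of 0.97 at R6 (adjusted p = 9.6e-06). The counts for these lists did not differ when adjusted over the list alone.

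**Figure D4:**
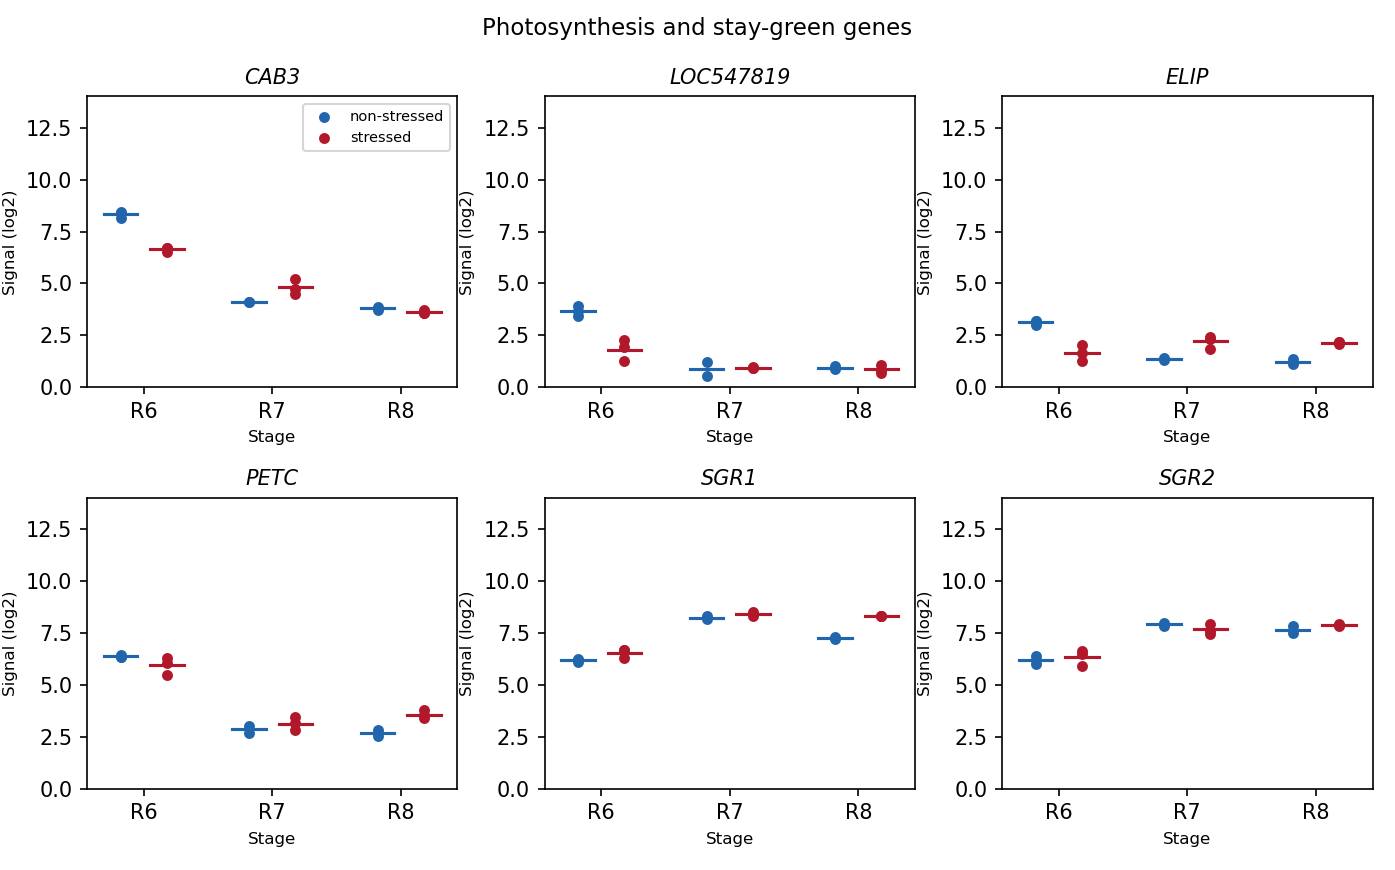
Log2 signal of 4 photosynthesis genes (CAB3, LOC547819, ELIP and PETC) and of SGR1 and SGR2 on each array, in non-stressed (blue) and stressed (red) seeds. Points are arrays and short horizontal lines mark the means of the conditions. CAB3, LOC547819 and ELIP lie lower in stressed seeds at R6, and SGR1 higher at R8.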

Expression of selected candidate genes were further studied using RT-qPCR analysis, comparing stressed and non-stressed seeds of the two soybean cultivars at R6 and R8 maturation stages.

### Expression analysis of Chl binding proteins in stressed and non-stressed soybean seeds

Chl degradation during leaf senescence is coupled to degradation of the Chl-protein complexes found in the thylakoid membrane, including PSI, PSII and cytochrome B_6_F [20, 24, 35]. Although we did not measure accumulation/degradation of the Chl-protein complexes, the expression of genes encoding for such proteins during the maturation process of stressed and non-stressed soybean seeds, can give us an idea of what happens with the photosystems and more specifically with the apoproteins that bind Chls.

The chosen transcripts represent some of the genes encoding for Chl-binding proteins, playing roles in photosystem I (*LHCA, psaA, psaB*), photosystem II (*psbA, psbB, psbC, psbD*) and cytochrome B_6_F (*Cyt B*_*6*_*F*). The expression of *Cyt B*_*6*_*F*, *LHCA* and *psbB* was higher in stressed than non-stressed seeds of the susceptible cultivar in R8 and there was significant difference in expression between stressed seeds of the susceptible cultivar and stressed seeds of the tolerant one. However, the expression of *psbC* was higher in stressed seeds of both cultivars in R8 (Fig. 5). *psbA* and *psbD* are genes encoding for the core proteins of PSII (D1 and D2 proteins, respectively). Expression of both genes towards the end of maturation (R8), was higher in stressed seeds of both cultivars. However, expression of *psbA* was significantly higher in stressed seeds of the susceptible cultivar compared to stressed seeds of the tolerant one while expression of *psbD* was higher in non-stressed seeds of the tolerant cultivar than in non-stressed seeds of the susceptible cultivar (Fig. 6). As the core subunits of PSI also bind Chl, the expression of the genes *psaA* and *psaB* encoding for the proteins A1 and A2 (respectively), was also analysed. At R8, expression of *psaA* was higher only in stressed seeds of the susceptible cultivar, while for *psbB* the expression was higher in stressed seeds of both cultivars (Fig. 6).

**Fig. 5:**
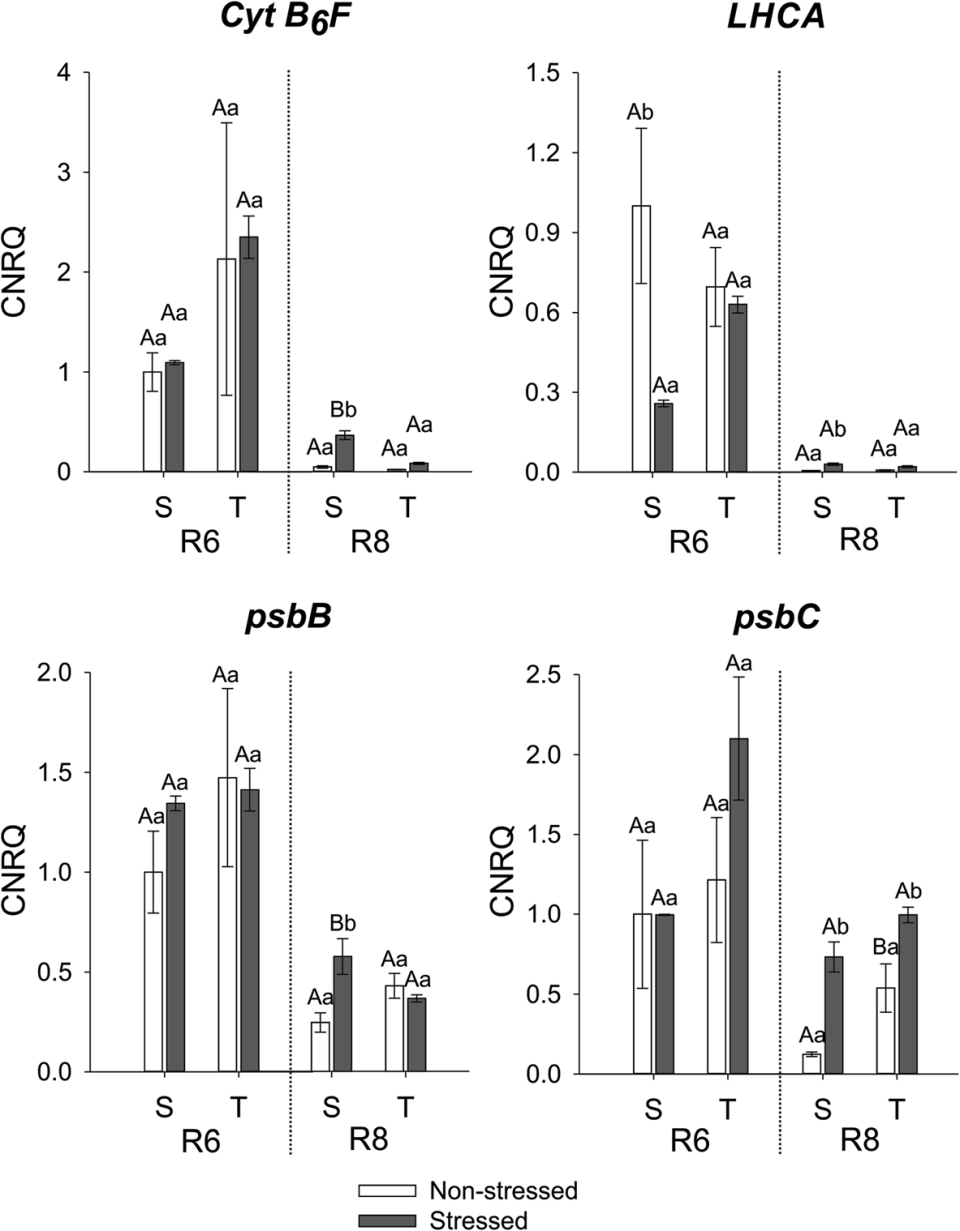
Gene expression analysis by real-time quantitative PCR represented as the calibrated normalized relative quantity (CNRQ) for *Cyt B6F*, *LHCA*, *psbB* and *psbC*. Gene expression is shown for non-stressed (open bars) and stressed seeds (closed bars) of the susceptible (S) and tolerant (T) cultivars in three stages of maturation (R6-R7-R8). Bars represent the mean values ± SE of three independent biological replicates. Lowercase letters represent statistically significant differences (P ≤ 0.05) between different environmental conditions within the same cultivar and developmental stage and uppercase letters between different cultivars within the same environmental condition and developmental stage

**Fig. 6:**
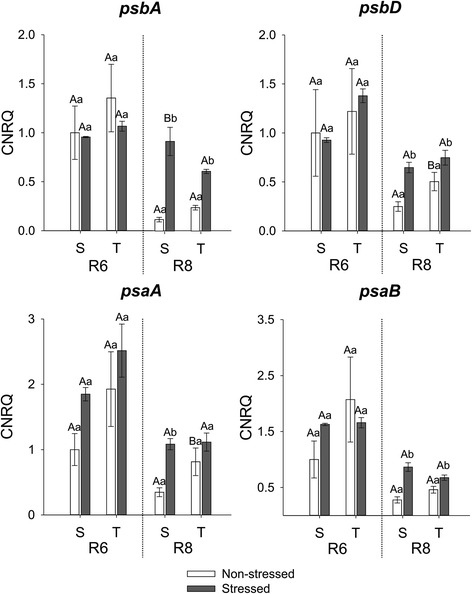
Gene expression analysis by real-time quantitative PCR represented as the calibrated normalized relative quantity (CNRQ) for *psbA*, *psbD*, *psaA* and *psaB*. Gene expression is shown for non-stressed (open bars) and stressed seeds (closed bars) of the susceptible (S) and tolerant (T) cultivars in three stages of maturation (R6-R7-R8). Bars represent the mean values ± SE of three independent biological replicates. Lowercase letters represent statistically significant differences (P ≤ 0.05) between different environmental conditions within the same cultivar and developmental stage and uppercase letters between different cultivars within the same environmental condition and developmental stage

### Expression of CCGs in stressed and non-stressed soybean seeds

To better understand the breakdown of Chl in soybean seeds and, consequently, its retention, we analysed the expression of some of the genes encoding for enzymes in the Chl degradation pathway. Among the ten CCGs tested by RT-qPCR in the present study, *NYC1_1* and *PPH*2 were the most affected by stress and most likely to be related to Chl retention (Fig. 7).

**Fig. 7:**
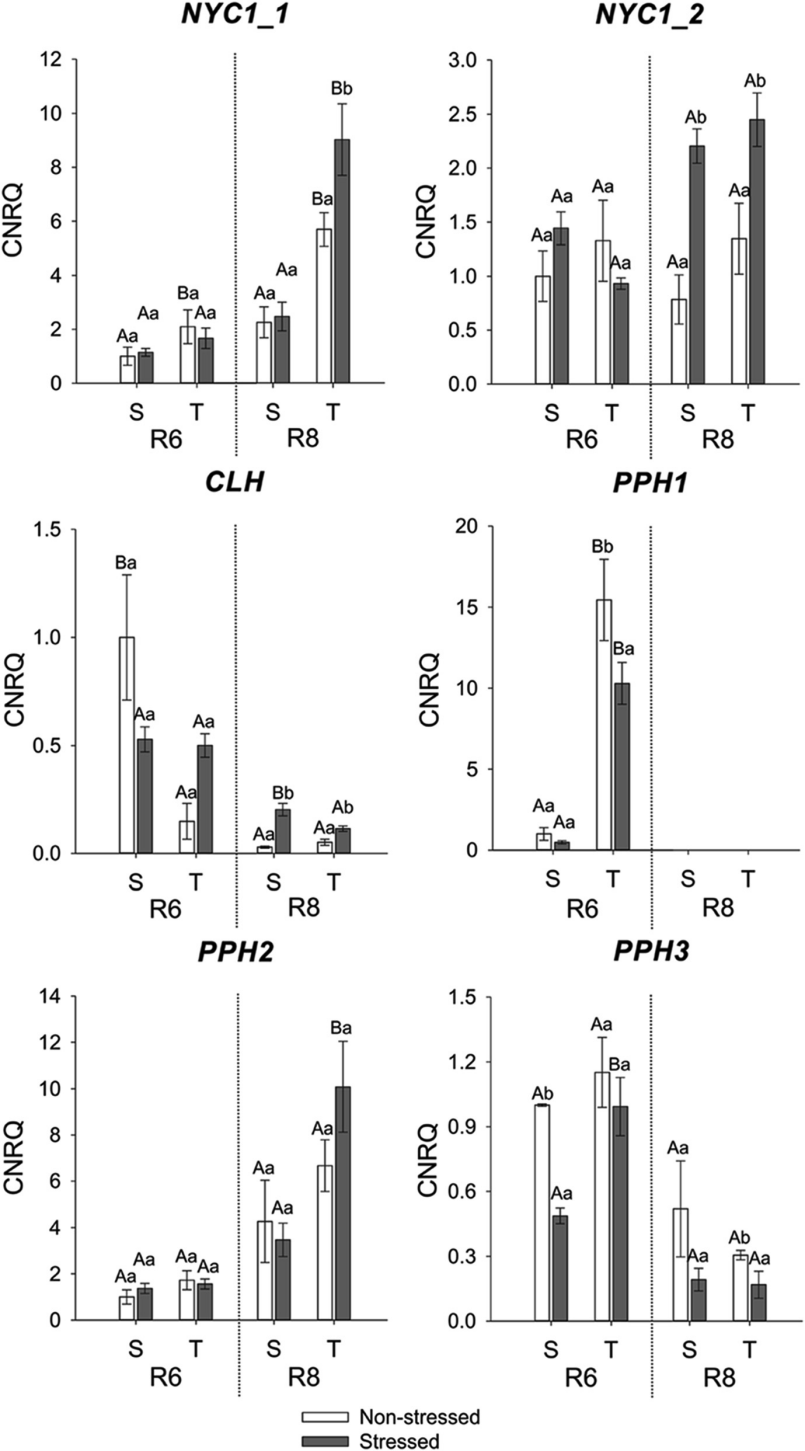
Gene expression analysis by real-time quantitative PCR represented as the calibrated normalized relative quantity (CNRQ) for *NYC1_1*, *NYC1_2*, *CLH, PPH1, PPH2* and *PPH3*. Gene expression is shown for non-stressed (open bars) and stressed seeds (closed bars) of the susceptible (S) and tolerant (T) cultivars in three stages of maturation (R6-R7-R8). Bars represent the mean values ± SE of three independent biological replicates. Lowercase letters represent statistically significant differences (P ≤ 0.05) between different environmental conditions within the same cultivar and developmental stage and uppercase letters between different cultivars within the same environmental condition and developmental stage

The first step in Chl degradation is the conversion of Chl *b* to Chl *a* which is catalysed by Chl *b* reductase. Defects in the synthesis of this enzyme are known to cause Chl retention in leaves of rice *non-yellow colouring 1* (*nyc1*) mutants during senescence [20, 24]. The expression of two transcripts encoding for Chl *b* reductase (*NYC1_1* - Glyma07g09430 and *NYC1_2* - Glyma09g32370) was analysed. Although *NYC1_2* is higher expressed in stressed seeds of both cultivars in R8 (Fig. 7), Chl *b* is still present in stressed seeds of the susceptible cultivar at the end of the maturation (Fig. 3). However, expression of NYC1_1 is only higher in stressed seeds of the tolerant cultivar (Fig. 7), which could explain why mature seeds of this cultivar don’t contain Chl *b* (Fig. 3). This suggests that expression of both copies of *NYC1* might be necessary for complete conversion of Chl *b* to *a* in seeds of soybean.

Chl breakdown continues with the removal of Mg^2+^ and phytol by MCS and PPH/Chlorophyllases (CLH), resulting in Pheide *a*. The expression of four genes coding for CLH was analysed by RT-qPCR, but only one of them was expressed in the analysed samples (Glyma10g00570). The transcript level of this *CLH* gene was higher in stressed seeds of the susceptible cultivar in R8 both as compared to its non-stressed seeds as to the stressed seeds of the tolerant one. There was no difference between stressed and non-stressed seeds of the tolerant cultivar (Fig. 7). Despite these results, stressed mature seeds of the susceptible cultivar didn’t completely degrade the Chl (Figs. 2 and 3). As a result, no correlation was found between *CLH* expression and chlorophyll content (Fig. 10).

The mechanism of Mg-dechelation has not yet been fully resolved [10]. CLH, which hydrolyses phytol from Chl, was believed to be active during senescence-related Chl breakdown [36, 37]. However, so far *CLH* action has been classified as essential or not essential, depending on the species. The double mutant of AtCLH1 and AtCLH2 in Arabidopsis did not generate a stay-green phenotype [38] which suggested that *CLH* might not play a major role in Chl degradation during leaf senescence in Arabidopsis [20, 38]. Instead, the functional characterization of *PPH* has indicated that this enzyme is necessary for Chl breakdown in Arabidopsis [22] and rice [20].

The analysis of *PPH* expression in our seed samples indicates that pheophytinases may play a major role in dephytylation in seeds. The expression of *PPH1* (Glyma09g36010) and *PPH3* (Glyma12g01320) decreased during maturation, while *PPH2* (Glyma11g16070) increased (Fig. 7). *PPH2* expression seems to be required later in maturation, especially in stressed seeds of the tolerant cultivar. The expression of this gene was significantly higher in stressed seeds of the tolerant cultivar than in stressed seeds of the susceptible one. PPHs seem to be playing a major role in phytol removal in soybean seeds produced under stress, as stressed seeds of the tolerant cultivar do not retain greenness to the same extent as stressed seeds of the susceptible one (Fig. 7).

Downstream of the degradation pathway, after Phein *a* is converted by PPH to Pheide *a*, this intermediate is subsequently converted to the red-coloured molecule RCC in a reaction mediated by PAO. The expression of two genes encoding for PAO was analysed: *PAO1* (Glyma11g19800) and *PAO2* (Glyma12g08740). Both genes were higher expressed in stressed seeds of the susceptible and tolerant cultivars mainly in R8, but the expression of *PAO1* was higher in both stressed and non-stressed seeds of the tolerant cultivar than in stressed and non-stressed seeds of the susceptible cultivar (Fig. 8). In the next step of Chl degradation, the red pigment (RCC) is converted to the non-coloured but blue-fluorescing product called primary fluorescent chlorophyll catabolite by RCCR. The primary fluorescent chlorophyll catabolite is further converted to non-fluorescent Chl-catabolites through different mechanisms depending on the species. The expression of *RCCR1* (Glyma14g01620) in R8 was lower in stressed than non-stressed seeds of the susceptible cultivar (Fig. 8). Also the level of expression was lower for both stressed and non-stressed seeds of the tolerant cultivar when compared with seeds of the susceptible one produced in R8. Independently of cultivar or stage of maturation, there was no difference in expression of *RCCR2* as result of the stresses applied (Fig. 8).

**Fig. 8:**
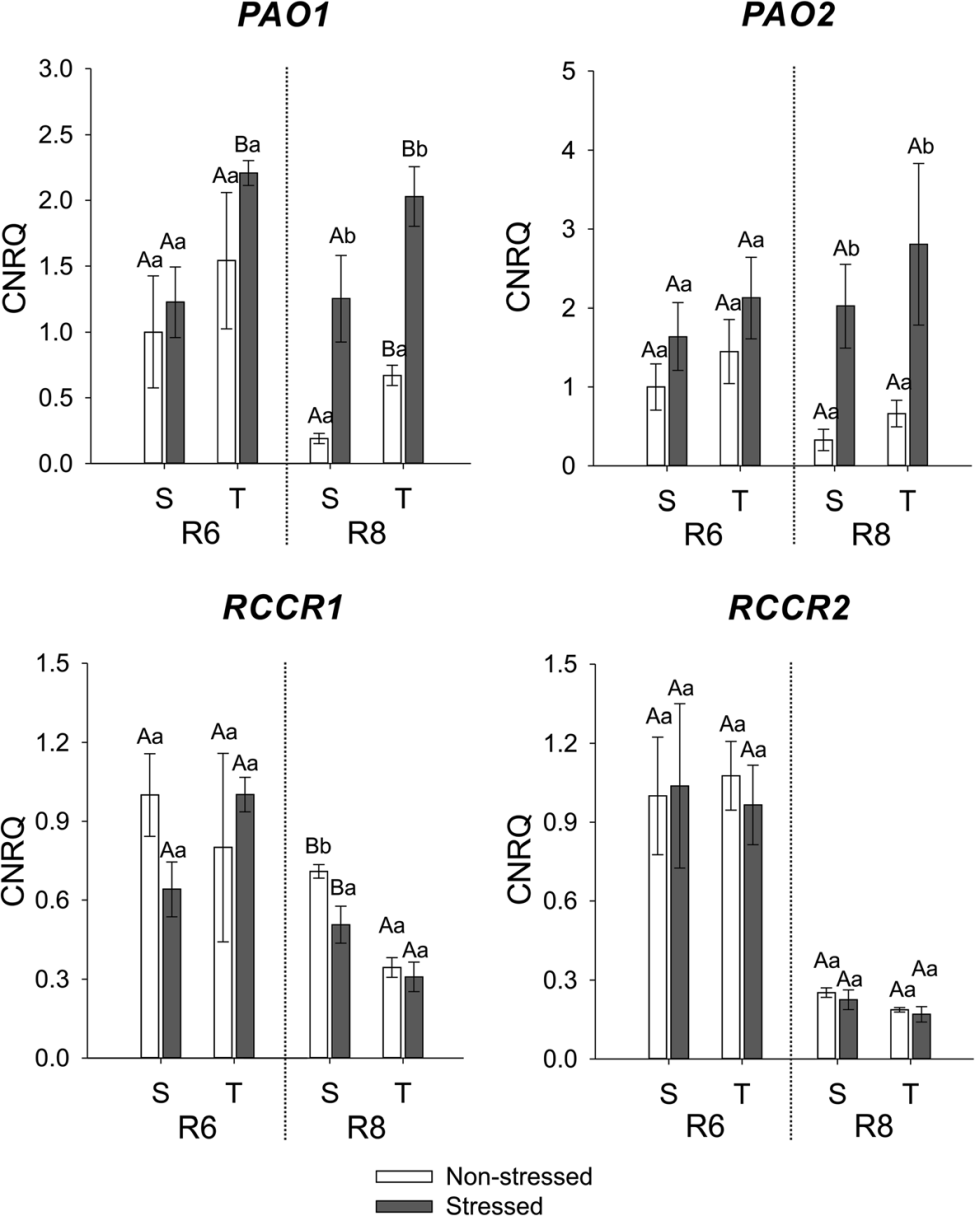
Gene expression analysis by real-time quantitative PCR represented as the calibrated normalized relative quantity (CNRQ) for *PAO1*, *PAO2*, *RCCR1* and *RCCR2*. Gene expression is shown for non-stressed (open bars) and stressed seeds (closed bars) of the susceptible (S) and tolerant (T) cultivars in three stages of maturation (R6-R7-R8). Bars represent the mean values ± SE of three independent biological replicates. Lowercase letters represent statistically significant differences (P ≤ 0.05) between different environmental conditions within the same cultivar and developmental stage and uppercase letters between different cultivars within the same environmental condition and developmental stage

### Stay-green gene expression is impaired in stressed/green seeds

The expression of both *D1* (Glyma01g42390) and *D2* (Glyma11g02980) in soybean seeds increased during the progression of seed maturation, with higher levels in R8 (Fig. 9). In R8 the expression of both genes was higher in stressed than non-stressed seeds only of the tolerant cultivar which exhibited consistently higher expression levels of both genes when compared with the susceptible cultivar.

**Fig. 9:**
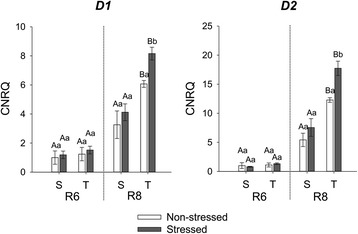
Gene expression analysis by real-time quantitative PCR represented as the calibrated normalized relative quantity (CNRQ) for *D1* and *D2*. Gene expression is shown for non-stressed (open bars) and stressed seeds (closed bars) of the susceptible (S) and tolerant (T) cultivars in three stages of maturation (R6-R7-R8). Bars represent the mean values ± SE of three independent biological replicates. Lowercase letters represent statistically significant differences (P ≤ 0.05) between different environmental conditions within the same cultivar and developmental stage and uppercase letters between different cultivars within the same environmental condition and developmental stage

In general, most of the genes analysed follow a pattern of decreased expression together with a decrease in chlorophyll content during seed maturation, except for *NYC1_1* and *2*, *PPH2*, *D1* and *D2*. In the correlation analysis (Fig. 10) it is evident that only expression of *D1*, *D2*, *NYC1_1* and *PPH2* showed a significant negative correlation with chlorophyll content, while all the other genes were either positively correlated or showed no correlation with chlorophyll content.

**Fig. 10:**
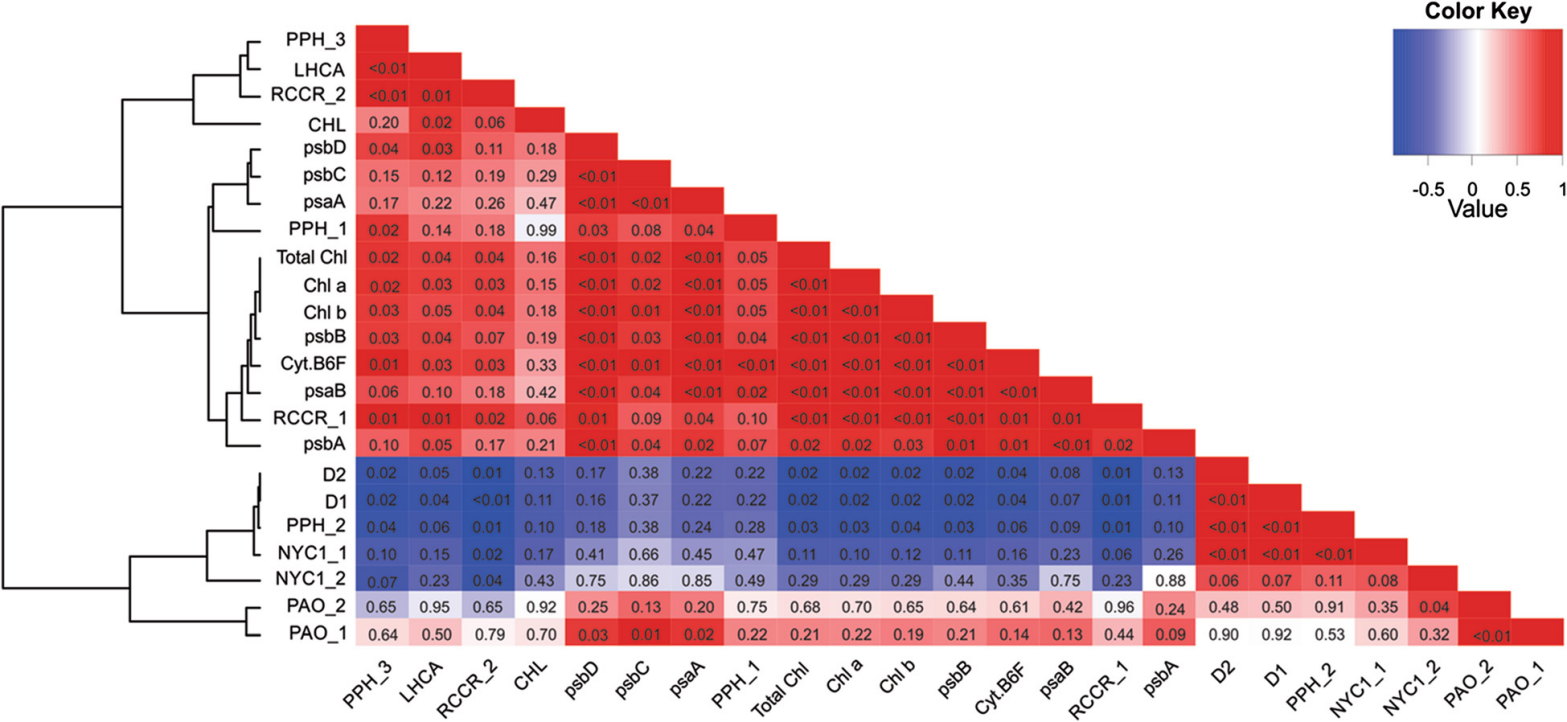
Heat map of correlations. Each square represents the Spearman correlation coefficient between expression of genes related to chlorophyll degradation and chlorophyll content. Traits were classified by hierarchical clustering using the distance function 1-correlation in R. The significance of the correlations were calculated as ANOVA p-values and are represented by asterisks (** *P* < 0.01 and * *P* < 0.05)

## Discussion

For over a decade Brazilian soybean growers have been reporting the occurrence of green seeds at the end of the maturation process and it has become a great concern to the soybean market in the last few years ([39,40]). However, chlorophyll retention in seeds is not unique to Brazil or to soybean as it has been reported in other countries and in canola seeds [2–7, 37, 41–43]. A similar phenotype to chlorophyll retention, called stay-green has been described in leaves and seeds of mutants of different species [44]. Although several of these mutations have been described for the actual *SGR* gene [19, 21, 45] there are also mutations described in CCGs resulting in a stay-green phenotype, for example: *PAO* [46, 47], *OsNYC1* [35], *AtPPH* [22], and *OsNYC3* [28].

Although reports of Chl retention in seeds can be tracked to the early nineties [6, 41], the molecular basis of this phenomenon has not yet been unravelled. Using a RT-qPCR approach we demonstrate that combined heat and drought stress affect expression of genes in the Chl degradation pathway, as well as genes encoding Chl-binding proteins in at least one cultivar and/or stage of maturation. Under these stressful environmental conditions the two soybean cultivars also behaved differently regarding the chlorophyll retention phenotype. Based on our results we suggest that impairment of expression of *D1*, *D2*, *NYC1_1* and *PPH2*, is the (downstream) cause of chlorophyll retention in mature soybean seeds of the susceptible cultivar.

### How can impaired expression of SGR and CCGs lead to Chl retention in stressed soybean seeds

During soybean seed maturation, *D1* and *D2* displayed very similar patterns of expression (Fig. 9) as has been observed also during leaf senescence [17]. D1 and D2 are two unlinked nuclear loci that have been assumed to be paralogues in tetraploid soybean because homozygosity at both nuclear loci is required for the stay green phenotype, unlike other species in which the mutation of one gene has been shown to be sufficient for the stay-green phenotype [17].

The increase in expression of both genes correlated with chlorophyll degradation during seed maturation and the higher expression of *D1* and *D2* in stressed seeds of the tolerant cultivar at R8 supported the more efficient Chl degradation of this cultivar even under stressed conditions. However, seeds of the tolerant cultivar also expressed higher levels of both stay-green genes under non-stressed conditions when compared to the susceptible cultivar. This constitutive difference in levels of expression of *SGR* between the two cultivars may explain the difference in the efficiency of disassembly of the Chl-protein complexes and Chl degradation between the two cultivars under heat and drought stress. Apparently, under normal environmental conditions the higher levels of SGR transcripts in seeds of the susceptible cultivar do not cause phenotypic differences but under stressed environmental conditions it clearly leads to a Chl retention phenotype suggesting cryptic genetic variation between these two genotypes [48, 49].

Besides the importance of SGR in the activation of Chl-protein complex disassembly and, hence, Chl-degradation in leaves [19, 21], it has been shown that the *SGR1* and *SGR2* genes are also necessary for seed degreening in Arabidopsis [50]. Interestingly the soybean *D1* and *D2* genes, which are functional orthologues of SGR in other species, promoted restoration of the wild type phenotype when introduced into the Arabidopsis SGR mutant *nye1* [17]. Furthermore, it was recently found that the Arabidopsis SGR1 physically interacts with all six known CCEs (i.e. NOL, NYC1, HCAR, PPH, PAO, and RCCR) and possibly forms a highly dynamic, multi-protein complex for Chl degradation during natural senescence [11, 51].

The transcription of some Chl-degradation genes, especially *NYC1* and *PPH*, were shown to be affected by the *d1d2* mutation in a previous study with soybean [17]. Consistent with this, the expression of *NYC1_1* and *PPH2*, mirrored the expression of *D1* and *D2* in soybean seeds. In fact, *D1* and *D2* are highly correlated with expression of *NYC1_1* and *PPH2*, suggesting co-regulation of these genes (Fig. 10). *D1, D2, PPH2* and *NYC1_1* are the only genes with a significant negative correlation with chlorophyll content (with p-values 0.02, 0.02, 0.03 and 0.1 respectively). Therefore we hypothesise that the constitutively higher expression of these four genes aid greater tolerance to heat and drought stress regarding chlorophyll degradation in the seeds during maturation. Future experiments overexpressing these genes in the susceptible cultivar will be needed to test this hypothesis.

Approximately 75 % of the genes are present in more than one copy in the soybean genome [52] due to at least two whole genome duplication (WGD) events within the last 60 million years [53–55]. However, it is hypothesised that functions of duplicated genes can be very divergent [17]. This divergence is well exemplified by the terminal flower gene. Among the four homologous genes of Arabidopsis TERMINAL FLOWER (AtTFL1) in soybean, only one has been found to control growth habit whereas the other copies are suggested to have alternative functions as they show divergent transcriptional patterns [56]. This also seems to be the case for the genes involved in seed degreening, especially *NYC1_1* and *PPH2*, which are the only copies that where strongly affected in stressed seeds.

The Chl-binding proteins, on the other hand, correlated positively with the chlorophyll content of the seeds. The disassembly of the photosystems has been consistently reported to be directly related to Chl degradation during senescence. For example, the breakdown of the LHCs, is crucial for degreening during leaf senescence [18, 57], as these peripheral antennas contain most of the Chl. Consequently, retention of LHCs and of core subunits of the PSII have been associated with the stay-green phenotype in some species [10, 11, 17, 35, 58–60]. The higher expression of *psbC* and *psbB* observed in mature stressed/green seeds was also reported in the rice stay-green mutant *nyc4-1* in which the PSII subunits CP43 and CP47 (encoded by *psbC* and *psbB* respectively) were more stable than in the wild type during senescence [24].

Under stressful conditions the changes in expression of *psbA* and *psbD* were different in seeds of the susceptible and tolerant cultivar. However, a possible retention of D1 protein (*psbA*) requires further investigation since this protein has the highest turnover among all the PSII proteins and its abundance can be affected by several processes [61, 62].

Although there are no reports so far about photosystem disassembly in seeds, we expect that the degreening in seeds also depends on the disassembly of LHCs and of other Chl-binding proteins. With the exception of *psbA*, which shows constant expression during maturation in stressed seeds of the susceptible cultivar, the pattern of expression of *LHCA*, *Cyt B*_*6*_*F* and core proteins of PSI and PSII decreased in both non-stressed and stressed seeds during maturation. This mostly reflects the normal disassembly of the photosynthetic apparatus during the maturation process that follows Chl degradation.

The role of SGR genes as regulators of chlorophyll degradation during developmental and dark-induced senescence is well established in leaves and more recently the role of these genes in embryo degreening has been described [50]. During Arabidopsis leaf senescence *SGR1* and *SGR2* act antagonistically in the control of Chl degradation [63], while in seeds they act synergistically [17, 50]. Although there has been great progress in understanding chlorophyll degradation in higher plants over the last few years, the seed degreening process still awaits to be resolved. Studying *in vitro* interactions between SGR, Chl-binding proteins and CCEs may possibly elucidate some aspects of Chl degradation during seed ripening.

## Conclusion

The combination of heat and drought stress during late seed maturation resulted in a “mild” stay-green phenotype and impaired expression of *SGR 1* and *2* (*D1*, *D2*), *PPH2* and *NYC1_1* in soybean seeds of a susceptible soybean cultivar. This may be a case of cryptic genetic variation between these two genotypes as the genetic variation itself does not lead to chlorophyll retention under normal environmental conditions, but under combined heat and drought stress a clear green phenotype is observed in seeds of the susceptible cultivar. In other words we suggest that the constitutively higher expression of these four genes in fully mature seeds of the tolerant cultivar allows these seeds to cope with stressful conditions and complete chlorophyll degradation. The results described here deepen our understanding of chlorophyll retention in soybean seeds. The insights gained from this research will pave the way for new research ultimately providing direction to breeding programs aiming to produce tolerant cultivars. This is particularly pertinent as the hot and dry climate conditions which cause chlorophyll retention are increasingly common in the largest soybean production areas of the world and as a result there is an increasing need for resistant germplasm.

## Methods

### Plant material and growth conditions

Two cultivars of soybean were used to produce the seeds in this study. The cultivar MG/BR 46-Conquista (BRA093483/CENARGEN) (late cycle) was used as susceptible to Chl retention and the cultivar BRS 133 (BRA097934/CENARGEN) (semi-early cycle) was used as the tolerant genotype [9].

During the vegetative phase both cultivars were grown in a polytunnel, subjected to the local environmental conditions (Botucatu, SP – Brazil, 2013) (Additional file 1: Figure S1 and Figure S2). During this phase the climatic conditions of this region could be considered as non-stressed with an average temperature of 24.7 °C. The plants received a free water supplement (field capacity). At R5.5 (Additional file 1: Figure S3) part of the pots were maintained under these non-stressed conditions and part was transferred to a greenhouse (Van der Hoeven, Brazil) with an average day temperature of 39.5 °C for the susceptible cultivar and 38.7 °C for the tolerant one (Additional file 1: Figure S1 and Figure S2). The plants in stressed conditions were only watered when wilting was observed. At these moments plants were watered to bring the soil to field capacity.

### Sampling points

The seeds were harvested at three stages of maturation (R6, R7 and R8) solely based on plant and pod characteristics (Additional file 1: Table S1). At each stage the four plants in the pot (six pots) were cut and the pods were removed. A post-harvest selection based on seed colour (Additional file 1: Figure S4) was done in order to reduce variability in maturation between seeds of the same sample.

Combining the environmental conditions (non-stressed and stressed) and the harvesting points (R6-R7-R8), there were six different seed samples for each cultivar and six replicates. The six replicates of each sample were grouped two by two to constitute three biological replicates. The appearance of the pods and seeds constituting non-stressed samples in each of the three stages of maturation is displayed in Figure S4 (Additional file 1).

### Chl quantification

Samples were lyophilized and ground to a powder for the quantification of Chl *a* and *b* by high performance liquid chromatography (HPLC). Both Chl *a* and *b* standards were purchased from Sigma (USA). All the solvents used were HPLC grade.

Extraction of Chls was performed under green light according to SS Teng and BH Chen [64] with adaptations. Ground seed samples of 0.5 to 2 g were placed in a 50 ml Falcon tube, to which 5 ml of methanol was added. The mixture was homogenized with a homogenizer for 30s and centrifuged at 3000 g (4 °C) for 3 min. The supernatant was collected in a new Falcon tube. In a second step the same procedure was repeated with acetone, and this was repeated several times until the extract became colourless. All the methanol/acetone extracts were pooled and brought to a volume of 25 or 50 ml with the addition of methanol and the solution was filtered through a 0.2 μm membrane filter for HPLC and placed in an amber vial for immediate subsequent injection. The extraction of Chls was done in a ratio of 1:100 (w/v) for R6 samples (intense green), 1:50 (w/v) for R7 samples (light green) and 1:12.5 (w/v) for R8 samples depending on the intensity of the pigment colour (Chl concentration).

Analytical separations were performed on a Shimadzu Shim-Pack VP-ODS column (150 x 2.0 mm - serial number 6102708). Pigments were eluted using a linear gradient in 15 min, with a two-solvent system: methanol:ammonium acetate (80:20 v/v) and methanol:acetone (80:20 v/v). The injection volume was 25 μl. The fluorescence detector (Shimadzu RF-10XL) was operated at an excitation of 440 nm, an emission of 660 nm and a flow rate of 0.8 ml/min [65].

Calibration curves were made from 0.01 to 5.0 mg/l for both Chls. High linearity was obtained with correlation coefficients of 0.99. Chl *a* and *b* were then quantified using the respective calibration curves.

### RNA extraction and cDNA synthesis

Total RNA extraction was performed with the NucleoSpin® RNA Plant kit (Macherey-Nagel) according to the manufacture’s protocol in three biological replicates with at least 15 seeds of each biological sample. RNA integrity was assessed by analysis on a 1 % agarose gel and RNA sample quality and concentration were additionally assessed using a Nanodrop ND-1000 (Thermo Scientific). cDNA was then synthesized using the High-Capacity cDNA Reverse Transcription Kit (Applied Biosystems) according to the manufacture’s protocol.

### Microarray analysis

For the microarray analysis, three biological replicates of total RNA from seed samples of the susceptible cultivar (MG/BR 46) were used. After cDNA synthesis, according to the Affymetrix protocol (Affymetrix®, GeneChip® 3’IVT Express Kit user manual), the samples were hybridized to Affymetrix microarrays (Soybean Genome GeneChip Array). In total 18 arrays were used (3 stages of maturation X 2 environmental conditions X 3 replicates, GEO Series ID GSE70999).

Quality control and pre-processing analysis of the microarray results was done using a tool of the open source package ArrayAnalysis.org that is freely available from http://www.arrayanalysis.org [66]. After normalization and background removal, data was filtered to keep probe sets with a signal above expression value 3 in at least one of the conditions analysed.

To get a shorter list of candidate genes related to stress and thus Chl retention in soybean seeds we used R. Data was corrected for multiple testing (FDR). A 2-fold change and significant level of 0.05 (*p*-value ≤ 0.05) were used for filtering.

### Quantitative PCR (RT-qPCR) analysis

iQ-SYBR Green-Supermix (Bio-Rad) was used for gene expression analysis on a MyIQ RT-qPCR machine (Bio-Rad) and Lumino Ct SYBR Green RT-qPCR Ready Mix (Sigma) for the analysis on an Eco Real-Time PCR system (Illumina).

The RT-qPCR program for both machines consisted of a first step at 95 °C for 3 min, followed by 40 cycles of 15 s at 95 °C and 1 min at 60 °C. The primers used (Additional file 1: Tables S2 and Table S3) were preferably designed in the 3’ end of the transcript and, if possible, spanning an intron–exon border. The Tm of the primers was between 58 and 62 °C except a few primers with slightly lower Tm. Routinely a melting curve analysis was performed after the RT-qPCR run (between 55 and 95 °C with 0.5 °C increments each 10 s). For all primers, a single peak was observed, confirming the synthesis of a single product.

Primer efficiency was calculated performing a 10X dilution series and the slope of the standard curve was translated into an efficiency value. All primers showed efficiencies between 90 and 110 %. Ct values were analysed in an excel sheet using a normalization factor calculation based on the geometric mean of multiple control genes proposed by J Vandesompele, Kd Pretter, F Pattyn, B Poppe, NV Roy, Ad Paepe and F Speleman [67]. RT-qPCR data of each gene of interest were normalized against the two most stable reference genes, chosen as described below. The list of target genes analysed in this study can be found in Additional file 1: Table S2.

### Reference gene identification

The identification of new reference genes, suitable for normalization of RT-qPCR data, was done based on microarray data. The most stable transcripts were selected based on the datasets from three microarray experiments: this study, KA Hudson [68] and T Asakura, T Tamura, K Terauchi, T Narikawa, K Yagasaki, Y Ishimaru and K Abe [69] (GEO Series ID GSE70999, GSE18827 and GSE26443, respectively).

The expression of the selected genes was analysed by RT-qPCR and their stability was calculated by geNORM [67]. Two genes (Prot and 60S) displayed M values lower than 0.5 (Additional file 1: Figure S5) and were used for RT-qPCR expression data normalization in this study.

### Statistical analysis

An ANOVA test was performed on the percentage of green seeds, Chl content and gene expression data at the significance level of 5 % (*p* ≤ 0.05). A factorial 2 X 2 set-up (2 cultivars X 2 environmental conditions) was used and the analysis was done for each stage of maturation individually. The averages were compared by T test at 5 % probability level.

### Correlation analysis

Correlation analysis was performed between the expression of 20 genes and chlorophyll content in the seeds. The heat map was constructed using the Spearman correlation coefficient matrices R-packages “MASS”, “Hmisc” and “VGAM” and the R graphic packages “gplots” and “graphics” were used for visualizing the data.

## Availability of supporting data

The data set supporting the results of this article is available in the NCBI’s GEO dataset (http://www.ncbi.nlm.nih.gov/gds) under the series ID GSE70999.

## Additional file

Additional file 1: Table S1. Description of the vegetative and reproductive stages of soybean (RITCHIE et al., 1982). **Table S2**. Sequences of the primers used for the target gene study. **Table S3**. Sequences of the primers used for the analysis of reference genes. **Figure S1**. Average temperatures and relative humidity during the life cycle of the susceptible cultivar under non-stressed and stressed conditions. **Figure S2**. Average temperatures and relative humidity during the life cycle of the tolerant cultivar under non-stressed and stressed conditions. **Figure S3**. Progression of seed development in the stage of maturation R5 (R5.3; R5.4; R5.5), cultivar MG/BR 46. The black bar represents 1 cm. **Figure S4**. Pod and seed characteristics at the reproductive stages R6, R7 and R8, cultivar MG/BR 46. The black bar represents 1 cm. (PDF 1714 kb)

## Abbreviations

CCE: chlorophyll catabolic enzyme
CCG: chlorophyll catabolic gene
Chl: chlorophyll
CLH: chlorophyllase
HCAR: hydroxyl-methyl chlorophyll a reductase
HPLC: high performance liquid chromatography
LHC: light harvesting complex
NOL: non-yellow coloring like
NYC: non-yellow coloring
PAO: pheophorbide *a* oxigenase
Pheide: pheophorbide
Phein: pheophytin
PPH: pheophytinase
PSI: photosystem I
PSII: photosystem II
RCC: red chlorophyll catabolite
RCCR: red chlorophyll catabolite reductase
SGR: stay-green

# Supplementary material for: Gene expression profiling of the green seed problem in Soybean
**Source:** BMC Plant Biol. 2016 Feb 1;16:37. doi: 10.1186/s12870-016-0729-0
**Supplement:** Additional file 1: Table S1. — Description of the vegetative and reproductive stages of soybean (RITCHIE et al., 1982). Table S2. Sequences of the primers used for the target gene study. Table S3. Sequences of the primers used for the analysis of reference genes. Figure S1. Average temperatures and relative humidity during the life cycle of the susceptible cultivar under non-stressed and stressed conditions. Figure S2. Average temperatures and relative humidity during the life cycle of the tolerant cultivar under non-stressed and stressed conditions. Figure S3. Progression of seed development in the stage of maturation R5 (R5.3; R5.4; R5.5), cultivar MG/BR 46. The black bar represents 1 cm. Figure S4. Pod and seed characteristics at the reproductive stages R6, R7 and R8, cultivar MG/BR 46. The black bar represents 1 cm.

Supplementary Data

The plants (4 plants/pot) were grown in pots of 15l filled with sandy loam soil. The soil was fertilized and limed according to the crop requirements. The analysis of the phenological stages of the plants were based on the scale proposed by Ritchie et al. (1982) (Table S1) with slight modifications, based on seed morphological characteristics, in order to better characterize the seed maturation (Figure S4).

Table S1. Description of the vegetative and reproductive stages of soybean (RITCHIE et al., 1982).

Stage of Maturation	Nomination	Description
VE	Emergence	Cotyledons above the soil surface
VC	Cotyledon	Cotyledons fully unfolded
V1	First node	Unifoliate leaf fully unfolded
V2	Second node	First trifoliate leaf fully unfolded
V3	Third node	Second trifoliate leaf fully unfolded
Vn	nth node	Ante-nth trifoliate leaf fully unfolded
R1	Beginning bloom	One open flower at any node on the main stem
R2	Full bloom	Open flower at one of the two uppermost nodes on the main stem with a fully developed leaf
R3	Beginning pod	Pod is 5mm long at one of the four uppermost nodes on the main stem with a fully developed leaf
R4	Full pod	Pod is 2cm long at one of the four uppermost nodes on the main stem with a fully developed leaf
R5	Beginning seed	Seed is 3 mm long in the pod at the for uppermost nodes of the main stem with a fully developed leaf
R5.1	~10% filling	Seed is ~5mm long in the pod (perceptible to the touch)
R5.2	~11-25% filling	Seed is ~7mm long in the pod
R5.3	~26-50% filling	Seed is ~8mm long in the pod
R5.4	~51-75% filling	Seed is ~10mm long in the pod
R5.5	~76-99% filling	Seed is ~11mm long in the pod
R6	Full seed	Pod containing a green seed that fills the pod cavity at one of the four uppermost nodes on the main stem with a fully developed leaf (plant with green leaves)
R7	Begin of maturation	One normal pod on the main stem that has reached its mature pod color
R8	Full maturity	Ninety-five percent of the pods have reached their mature pod color

Table S2. Sequences of the primers used for the target gene study.

Gene		Forward	Reverse	Reference
NYC1_1	Glyma07g09430	TCGGGAGTTTCTTCTTTCTGGA	ACAAACATCACAAGCAATGCCTAC<br>A	Fang et al.<br>(2014)
NYC1_2	Glyma09g32370	GCAACAACAAGCCATCTCAAA	GGCCATGGATGTGATGATAGAA	This study
PAO_1	Glyma11g19800	CTTGTGTTAAGATTCTCAGGCTT	ACCATTCTCATCAGGCCATACA	Fang et al.<br>(2014)
PAO_2	Glyma12g08740	CAACCATTGCCATCAACTGTT	TTGCACAAAACACAAGTGTGTA	Fang et al.<br>(2014)
RCCR_1	Glyma14g01620	GACCCACAACAACCAA	TGCAAGGAAGAAGCTGAGT	This study
RCCR_2	Glyma02g47120	CTCTCTGTTCCATCTTCTTCTTTG	GAAACGAGATCAACCATGAGG	Fang et al.<br>(2014)
PPH_1	Glyma09g36010	TGGTGGAGTTTATTATACCAA	CCAATCACATAGCCATCGC	Fang et al.<br>(2014)
PPH_2	Glyma11g16070	GCTGCCAAGTTGTGAACTCA	AATCTCACAGGCGCACATGC	Fang et al.<br>(2014)
PPH_3	Glyma12g01320	ATGCTGTCAAGCAGTGGATAT	TCTCTTTCAGCTCCTTATTG	Fang et al.<br>(2014)
D1	Glyma01g42390	CAAGGAAGAGAGTGAGCAAGA	CACTGAATTGGGCTTAACGTC	Fang et al.<br>(2014)
D2	Glyma11g02980	CACTCCTAAGAACAAAACCTTCAG<br>T	TTTTCCCTACTGTGGAAGACGG	Fang et al.<br>(2014)
CHL	Glyma10g00570	ACACCTCTTGTCTACGTCC	ACTCCTCCAACAAACCTTCTC	This study
LHCA	Glyma16g26130	ACCCATGGCACAACAACA	ACAGCACAGCGATACCAAC	This study
Cyt B6F	Glyma12g32580	CGTCCCTCTGTTGTCATGT	GGAGAGGTGATGGTGAAAAGTT	This study
psaA	---	AGCAACTCCCTTTTTCACC	GACCCGCTATCAAGAAAAGAAT	This study
psaB	---	TGGTGTTCATCAGTGGTGGT	TGATGATTGAGGCGGGATT	This study
psbA	Glyma13g15560	GCAAACCTATAGCCGCAGA	GGATGGTTTGGTGTTCATGA	This study
psbB	---	CCCTCTGACCTGTTCTT	ATATTCCAACCGCCCCAC	This study
psbC	---	CCTAGTAGTTTGCCGGAT	CACGTGGAAACGCTCTTTA	This study
psbD	---	AACGAAGTCATAGGCACG	CTTGGGGTTGCTTTTCC	This study

Table S3. Sequences of the primers used for the analysis of reference genes.

Primer set	Annotation	Gene	Forward	Reverse	Frag. Length
UBQ	Ubiquitin	Glyma06g20310	CGAAGAGTGAGGGAAATTGT	GCCATCACTGCAACCAAA	102
SMP	Seed Maturation Protein	Glyma20g37670	ACAAGTCCTTCACCCCAAT	TAATCCTCCAAGCCCCACC	196
Aqua	Aquaporin	Glyma14g06680	TTTGTTGCCCTCTTCCCCC	CCCCACTTCTCACTCTCACC	114
Asp Aminoprot	Aspartate Aminotransferase	Glyma06g08670	TCTCCAACCTCCGCTTCT	GTTCAACTCGCCTCACTACA	184
Prot	Proteasome (20S subunit beta)	Glyma06g08260	CACCAACACACGATACAAC	TCCCAACCACCAACAATTAACC	122

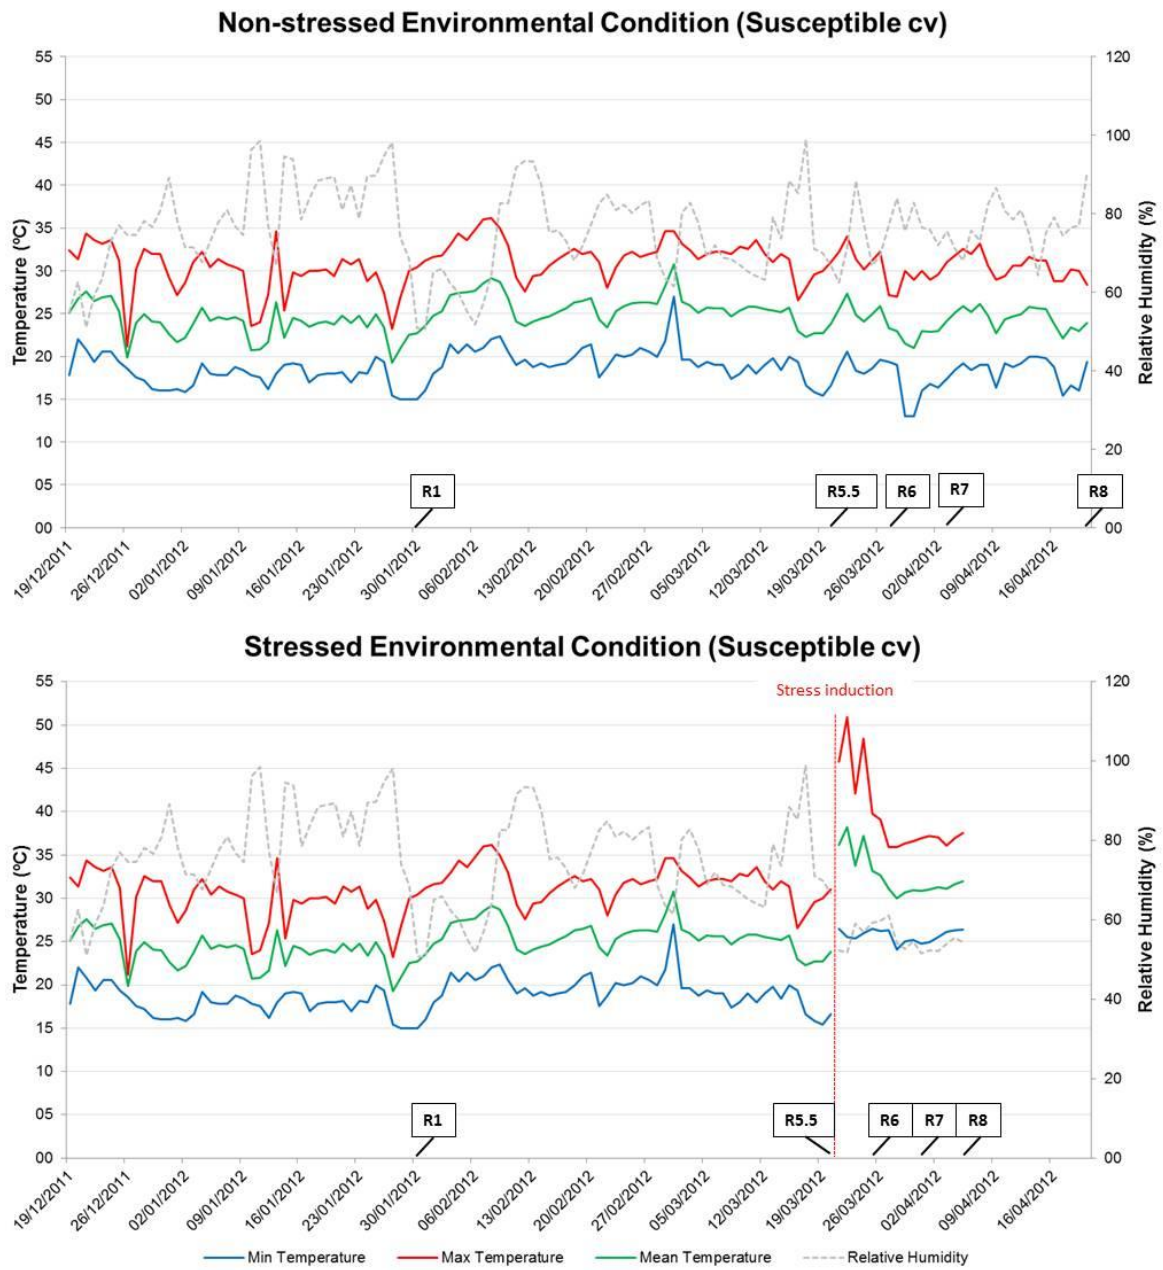

Figure. S1. Average temperatures and relative humidity during the life cycle of the susceptible cultivar under non-stressed and stressed conditions.

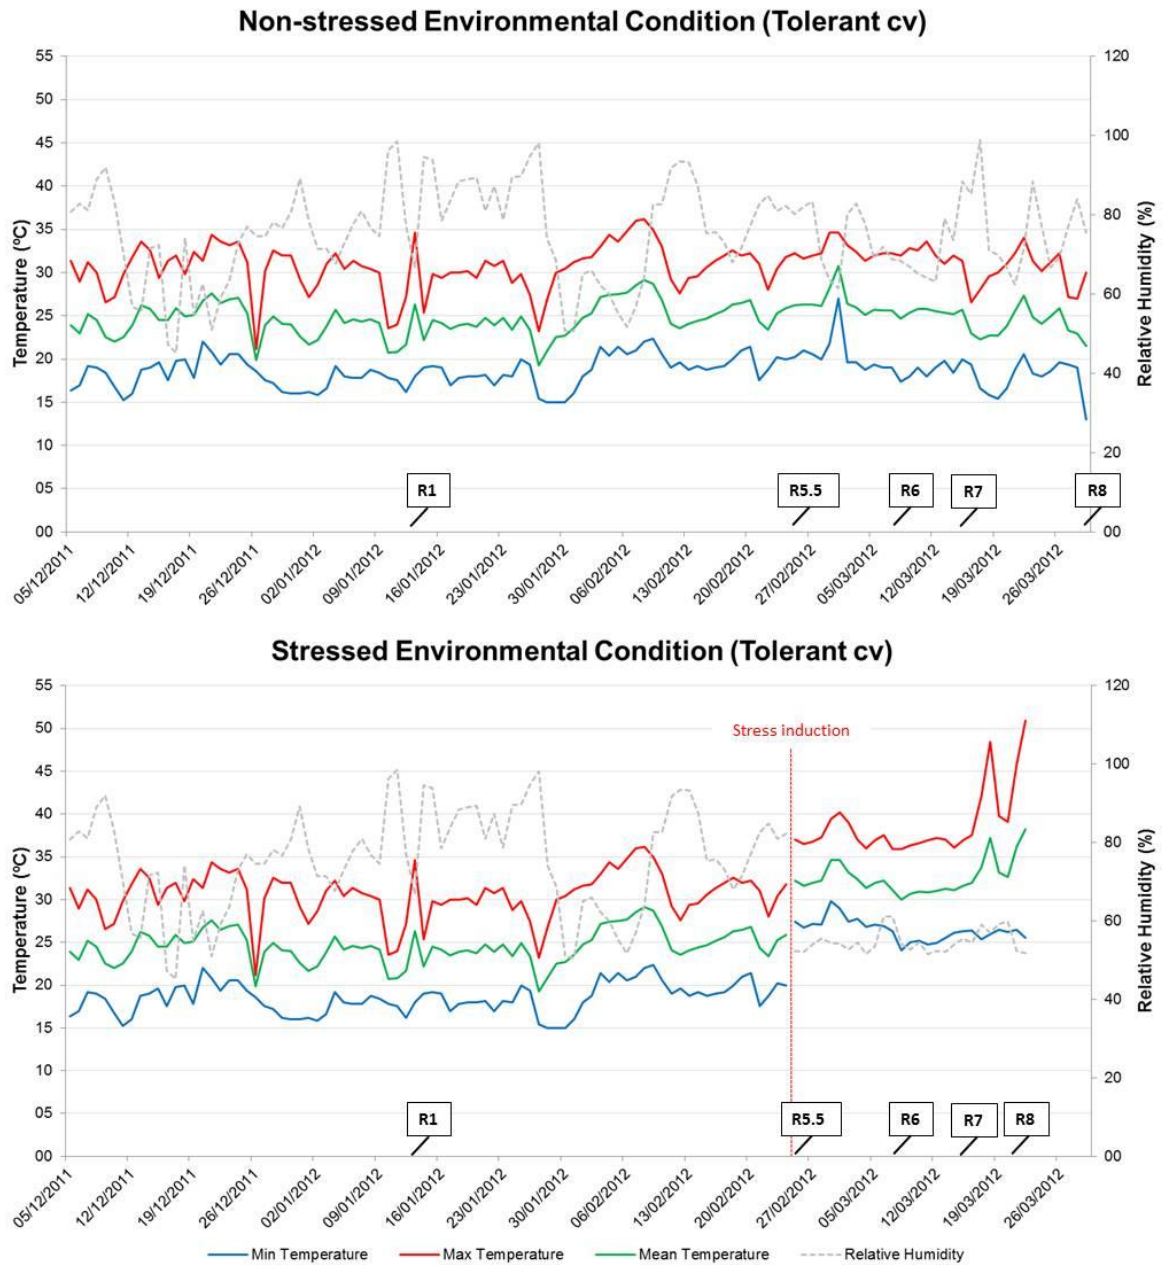

Figure S2. Average temperatures and relative humidity during the life cycle of the tolerant cultivar under non-stressed and stressed conditions.

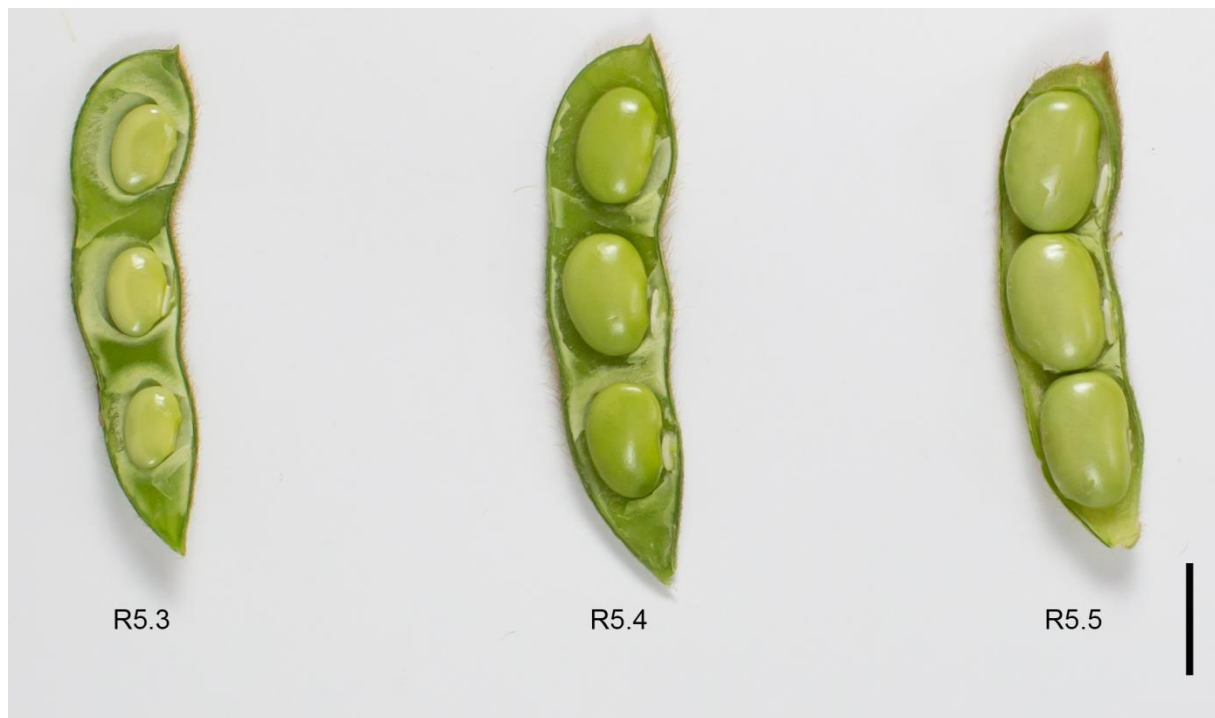

Figure S3. Progression of seed development in the stage of maturation R5 (R5.3; R5.4; R5.5), cultivar MG/BR 46. The black bar represents 1cm.

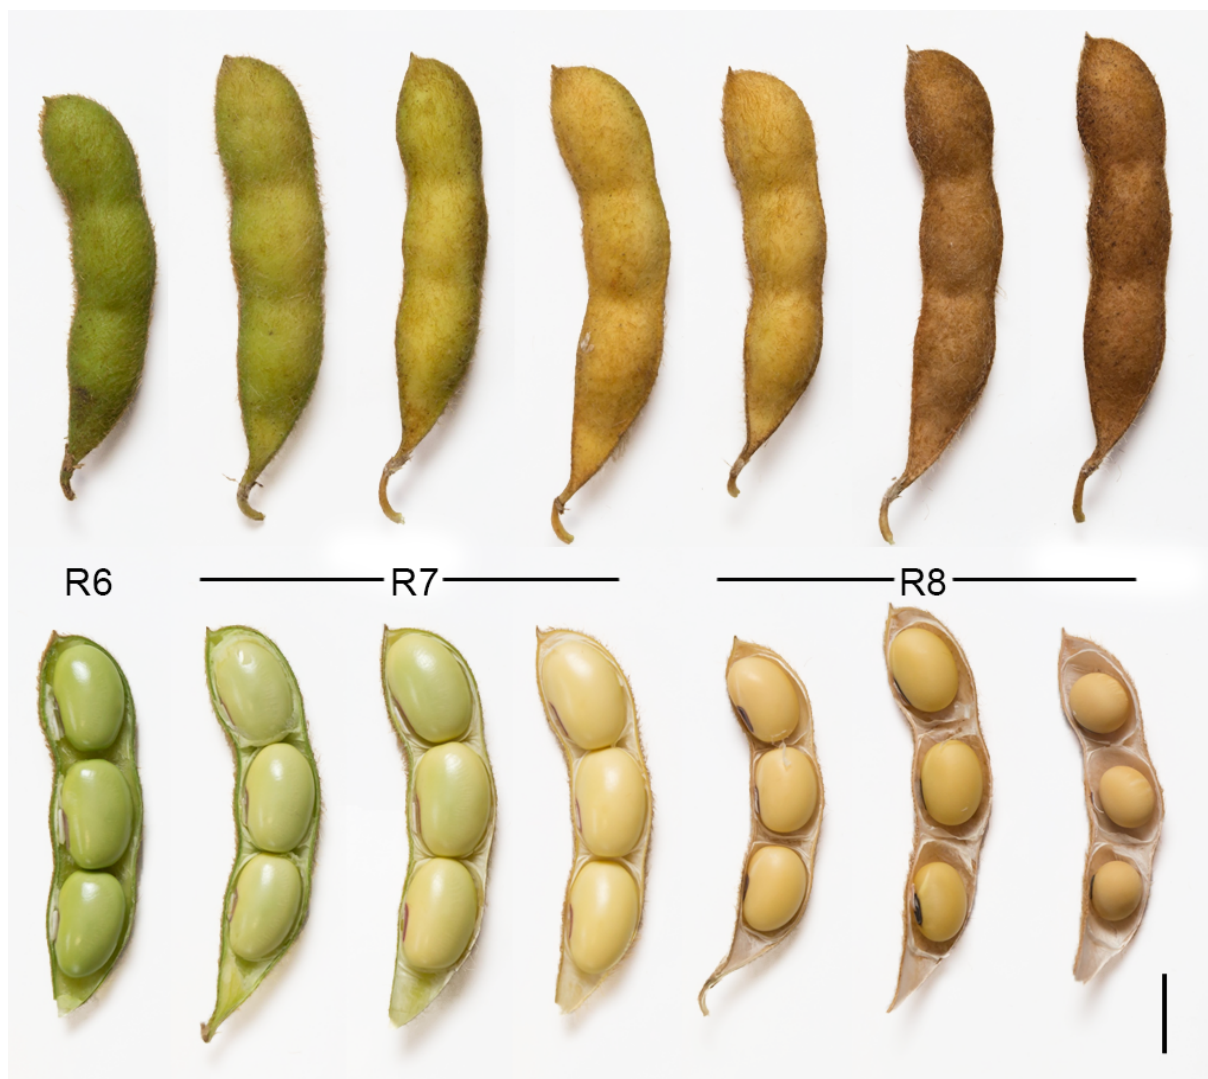

Figure S4. Pod and seed characteristics at the reproductive stages R6, R7 and R8, cultivar MG/BR 46. The black bar represents 1cm.

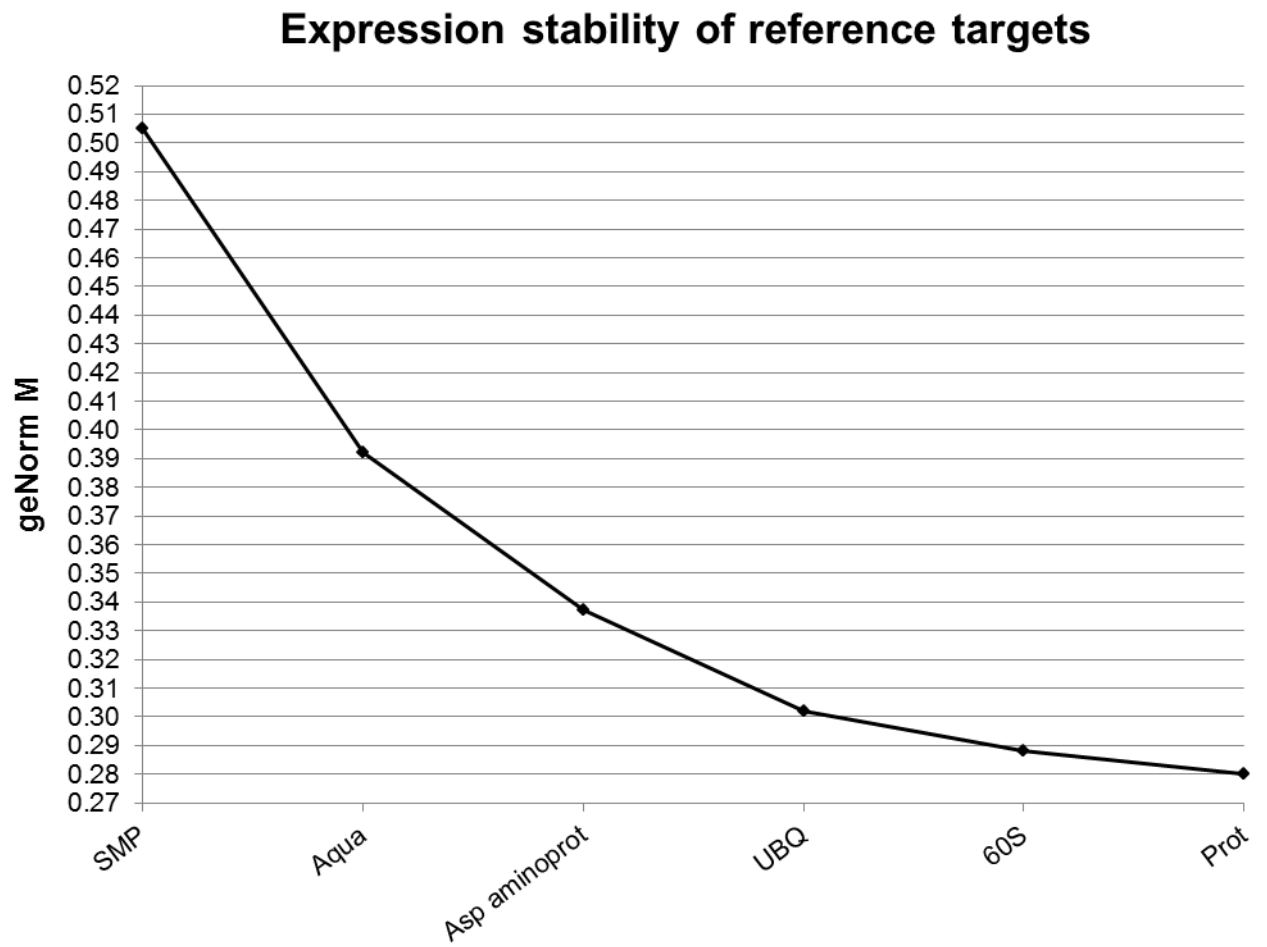

Figure S5. Expression stability of 6 reference genes for soybean seed research based on microarray expression data analyzed by geNorm.

How the deposited data were processed for this re-analysis (not part of the article)

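Transcripts were measured in whole seeds of the susceptible soybean cultivar at stages R6, R7 and R8, from plants under heat and water stress and from non-stressed plants, on Affymetrix Soybean Genome arrays. The paper's methods state 18 arrays and 16 were analysed here, with 3 per condition except for non-stressed R7 and R8 seeds, which have 2 each. The paper states at least 15 seeds per sample and the sample labels 50. The deposited values are log2 signals, which the authors background-corrected, normalized over the arrays and summarised to 1 value per probe set (RMA by the labels, through ArrayAnalysis.org by the paper's methods). Versions and parameters of that step are not given in the sources used here. The values were used as they are, and run from -0.83 to 13.3. Folds from low signals depend on that background removal, and changes at signals near the highest value can go unseen.

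The table has 61170 probe sets, of which 37593 are for soybean, 23394 for other organisms and 183 are controls. Other organisms' probe sets gave the background per array, with a median log2 signal of 0.20 to 0.33 and an upper level of 1.02. Where a called gene had a group at or below 1.02, its fold was computed from that level and is given as a lower bound. No depth applies to arrays, and the precision comes from 2 or 3 arrays per condition. A soybean probe set was kept when its mean log2 signal exceeded 3 in at least 1 of the 6 conditions, the paper's limit, which left 19194. Probe sets were paired with genes through the reference table for the array. A probe set with several genes was not named, and the probe set with the highest mean over all arrays stood for its gene. The table pairs 6031 gene identifiers, and 6010 of these have a symbol in the gene table.

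A linear model with 1 mean per condition was fitted to the log2 values with limma (version 3.58.1, in R 4.3.3), over the 11 R6 and R8 arrays, and over all 16 arrays for R7. Every p-value of a gene is from limma's moderated statistic, two-sided, adjusted by Benjamini-Hochberg over the probe sets tested, and the standard error is that of the fit. A probe set was called at an adjusted p of 0.05 or less and a log2 fold change of at least 1 in size. The comparisons were stressed against non-stressed seeds at R6, at R8, at R7 and as the mean of R6 and R8, the difference between the responses at R8 and R6, and R8 against R6 within each environment. The paper compares stressed with non-stressed seeds from R6 to R8 without giving how the stages were combined, and the mean of R6 and R8 was taken as the plainest reading of its text. The numbers of the replicates were not used to pair the samples in the main fit. The deviations of stressed and non-stressed arrays with the same number had correlations of -0.217 to 0.365 across probe sets. These values do not settle whether the numbers pair the samples, and the replicate number as a block was 1 of the alternatives tried. No batch is given in the labels, and none was fitted.

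Gene groups were 39 lists of symbols, since the tables at hand give symbols and synonyms and no descriptions. Of these, 33 pathways were set before the data were examined, as were the comparisons, tests and limits, and their symbols were filled in before any comparison was run. The other 6 lists, of gene families, were added after the tables were opened and before any comparison was run. Lists with at least 5 measured genes were tested by limma's camera with a preset correlation of 0.01 between genes, by camera with an estimated correlation and by fry, adjusted over the lists within a comparison. Shorter lists are given as their genes. The genes named are those the paper names that have a probe set, the 10 with the largest rise and the 10 with the largest fall among called genes whose stressed and non-stressed arrays do not overlap, at R6, at R8 and in their mean, and up to 4 called members of each list. For the second group, a name other than a locus number took the place of the description the rule had asked for.

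The fit was tested on simulated data with the arrays per condition of this study, with 200 changed probe sets among 19194. In the comparison of R6 and R8 together 92.5% of changes of 1.50 on the log2 scale were found, with 0 false calls by limma, and for R7 83.6% with 6 false calls. The 1 shifted list of 20 passed in each comparison and none of the others did. The simulated probe sets were drawn independently of each other, so this result cannot show how camera performs on lists of correlated genes. On the real arrays 0 lists passed by camera with an estimated correlation in any stress comparison.

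The alternatives tried were other signal filters (none, a limit at the background of other organisms' probe sets, a value above 3 on any array, the 4 R6 and R8 conditions alone), other organisms' probe sets included in the tests, a further quantile normalization, medians centred, other sets of arrays in the fit, trend and robust settings, array weights (whose estimate stopped before its convergence limit in at least 1 fit), unmoderated statistics, the replicate number as a block, leaving out each array, the unadjusted p, no fold limit, 1 probe set per gene, other contrasts, other tests of the lists, all probe sets of the list genes, and for the principal components the most variable probe sets or scaled values.

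Left out were the paper's other experiments, since the array values do not bear on them, and its candidate reference genes, because none could be matched to a probe set by its symbol. Of the chlorophyll breakdown genes the paper names, SGR1 and SGR2 were matched by symbol (SGR1 also by its synonym D2) and the others by none, and a gene with the same symbol as one of them but another function was not used. Genes of the chloroplast genome, histones, lipid transfer proteins, RNA binding and RNA processing were not analysed here.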

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

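Chosen after the result was seen were the counts of abundant R6 transcripts and the genes set apart in them, the comparison of R6 arrays for a swap and the actin comparison for RNA degradation, and the other tests were set before their results were seen. The response to stress differed between R6 and R8 for 3887 probe sets by the test of the difference itself, with the log2 fold change higher at R8 in 2190 and lower in 1697. Of the 3887, 15 had an R6 mean above 12, a limit chosen after the data were seen, near the highest value of 13.28, where a change at R6 can go unseen. The R7 arrays, which the paper leaves out of its comparison, gave 3563 called probe sets, 1270 higher and 2293 lower under stress.

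For the mean of R6 and R8, 1 of 100 splits, the real one, reached 1369 probe sets, and the highest other split gave 920. The 100 were drawn from 200 possible splits. This argues against chance alone, and cannot tell heat and drought from other differences between the places where the plants were kept. For the difference between R8 and R6, 2 of 100 splits reached the real 3887. These splits break the grouping by stress at both stages at once. They argue against an absence of any stress response, and cannot show that the difference between the stages is beyond chance. The other of the 2 gave 5106 and keeps the R8 arrays while exchanging the environments of all R6 arrays, so that it measures the sum of both responses and points to a structure of the samples. At R6 the 10 splits are too few, with 1 split, the real one, at 2856 and the highest other at 8. For R8 against R6 under stress the 10 splits are also too few, with 1, the real one, at 10437 and the highest other at 0 by limma.

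At R8, 13 storage protein and protease inhibitor transcripts were higher in stressed seeds, with a median log2 change of 2.52. Seeds of the R6 type mixed into these samples would carry all abundant R6 transcripts in 1 share, and with the median share of the 13 genes (17.9%) 60.6% of such other probe sets (20 of 33) lay more than 4-fold below the level needed (54.5% with the 7 genes whose R6 signal is below 12, and 51.5%, near the limit of the test, with the 5 below 11), while an earlier form of the test, on the median share of 34 abundant probe sets (2.12%), had fallen between its limits. This argues against mixing for GY2, BG7S-2 and CYSTATIN, with 93.9%, 63.6% and 84.8% that far below by their own shares. Mixing stays open for CG-1 and GY7, whose 51.5% and 54.5% lie near the limit of the test. It also stays open for A1 and KTI-2, with lower shares of 2.81% and 0.591%. The median of these shares left 9.09% of the other probe sets that far below. For the 6 genes with R6 signals above 12, near the highest value, mixing stays open too, as their shares can be overstated. The paper states that seeds were selected by colour after harvest to lessen differences in maturation within a sample. It also reports more green seeds at R8 under stress in this cultivar than in the tolerant one. Neither statement settles whether seeds of the R6 type were in these samples. For the scaling of the arrays, 260 probe sets matched on mean R8 signal had a median change of -0.0401. The deposited values were normalized over the arrays beforehand, which tends to keep such a median near 0. It shows no general shift left at these signal levels, and cannot decide whether scaling plays a part. Slower loss of transcripts that fall during maturation stays open, because probe sets that fell from R6 to R7 were called higher at R8 1.32 times as often as others (7.38% against 5.59%), between the ratio of 2 that it needs and the ratio of 1 that would exclude it, and an effect of stress on these transcripts themselves stays open as well and was not tested.

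Replicate 3 of the stressed R6 seeds lay apart, with correlations of 0.958 and 0.959 with the other replicates of its condition, and without it 3659 probe sets were called at R6. A swap with a non-stressed R6 array is argued against, since each of those correlated better with its own group, by at least 0.0803. RNA degradation is argued against by the actin difference between 3′ and 5′ ends, 2.36 on this array and 2.01 to 2.43 on the other 5 R6 arrays. The array may come from another point of the course of stress and maturation, because its difference from replicate 1 had a correlation of 0.376 with the change from stressed R6 replicate 2 to stressed R7. That correlation was 0.375 with the direction of non-stressed R6 seeds and 0.03 with that of non-stressed R8 seeds, so a milder stress and a later stage both stay open.

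The changes under stress at R7 ran against those at R6 (r = -0.224 across probe sets), with 313 probe sets higher at R6 and lower at R7. None of the explanations tested is excluded. The RNA quality of the non-stressed R7 arrays cannot be told apart from the stress change, as the difference between these arrays had a correlation of -0.108 with it, between the limits of -0.3 and 0, and the opposite direction was found with either array alone (-0.180 with replicate 1 and -0.255 with replicate 2). Stressed R7 seeds may be less far along maturation than non-stressed R7 seeds, but the correlation of the R7 change with the non-stressed R6 to R8 change, -0.286, also fell between these limits and leaves it open.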

How the results depend on the processing

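Chosen after the data were seen were the count of probe sets called at both stages and the filter over all probe sets with controls. For the mean of R6 and R8 (1369 probe sets), 14 of 21 other settings and every omission of 1 array stayed within 1.5 times, at 1337 to 1633 and 1293 to 1574, with 1442 when the replicate number was a block. Counts at R6 were 2664 to 3659 with 1 array left out, at R8 1470 to 1798, for their difference 3705 to 4854, at R7 2817 to 4417, from R6 to R8 without stress 11950 to 12073 and under stress 10200 to 10518. With no fold limit the counts were 9472 (mean), 9615 (R6), 6447 (R8), 7853 (difference), 15934 (R6 to R8 under stress) and 9722 (R7), since smaller changes are let in. With 1 probe set per gene and named genes only they were 98, 153, 100, 201, 464 (R6 to R8 without stress), 403 and 90, since fewer probe sets are counted. In place of the mean, R6 alone gave 2856, R8 alone 1633, the difference 3887, either stage 4078, both stages in the same direction 343 and stage ignored 186, each a count of another contrast. The 1633 of R8 alone is also the upper end of the 14 settings above, and the next highest of these was 1563 with array weights. At R7 the share of called probe sets that were higher went from 35.6% to 44.9% after another quantile normalization and 46.6% with medians centred.

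By camera, 7 lists passed at R6, 13 at R8, 6 in the mean and 1 at R7. With the correlation estimated 0 passed in each of them (4, 6, 4 and 1 at an unadjusted p of 0.05), and by fry 17, 16, 18 and 8. With no signal filter 11 passed in the mean and 2 at R7, and with all probe sets of each gene 10 and 4. Leaving out 1 array gave 5 to 7 at R6, 5 to 7 in the mean, 1 at R7 and 7 to 13 at R8, with 7 without non-stressed R8 replicate 2. The cause was not tested for the lists. Of 231 called results for named genes at R6, at R8 and in the mean 190 stayed called in all 23 other settings. The other 41 fell below a limit in at least 1 with their direction kept, and 0 of the 231 reversed. At R7, 32 of 46 called genes stayed called in all 28 other settings, 14 fell below a limit in at least 1 and 0 of 46 reversed. Of 27 lists that passed, each stopped passing with the estimated correlation, and 0 of the 27 reversed. The first principal component held 69.9% of the variance, 82.5% with the most variable probe sets, 54.4% with scaled values and 68.1% to 73.3% with 1 array left out, and the cause was not tested. The stability of the paper's reference genes and its alternative were not run. Where leaving out an array left 1 in a condition (non-stressed R7 or R8), that array is assumed to vary like the others. The filter kept 18843 to 20063 probe sets under its other forms. Signal over background limits what can be seen at low levels: 128 of the calls at R6 and 223 at R8 have both means at 3 or less, and 0 of the calls at R6 or R8 have both means within the background of other organisms' probe sets.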

Differences from the paper's values

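The paper reports 833 genes changed at least 2-fold by stress from R6 to R8, and 1369 probe sets were called here at its stated limits, in probe sets and not genes. Of the alternatives set before the data were examined none came within 1.5 times of the paper's 833: the nearest below gave 186 (stage ignored) and the nearest above 1293 (without non-stressed R8 replicate 2), and the count of 343 for both stages in the same direction, chosen after the values were seen, did not either. The paper's number of probe sets above its signal limit, 19,352, was met exactly when control and other organisms' probe sets were included, a setting chosen after the data were seen, against 19194 for soybean alone.

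The paper gives the directions of pathways for its comparison over R6 and R8, which is set here beside the mean of both stages and beside each stage. It lists photosynthesis as rising, from a MapMan overview of its selected genes. By RT-qPCR it also finds Cyt B6F, LHCA and psbB, among others, higher in stressed R8 seeds of this cultivar. The genes of the light reactions measured here were matched by symbol and include none of the chloroplast genome. They are thus a narrower set than the paper's and not a like test of its direction. In the mean 0 of 5 genes of the light reactions were called by limma (3 at an unadjusted p of 0.05) with a median log2 fold change of -0.35. At R6 3 fell, and at R8 none passed both limits (2 at an unadjusted p of 0.05). ELIP and PETC had log2 fold changes of 0.91 and 0.89 at R8, the direction the paper gives, but from low signals. ELIP lay below 3 on every R8 array, and PETC on the non-stressed R8 arrays. Flavonoid metabolism, rising in the paper, had 1 gene higher and 4 lower of 23 in the mean, 4 higher and 8 lower at R6 and 1 each at R8. For DNA synthesis, also rising there, 0 of 2 genes were called in the mean by limma (2 at an unadjusted p of 0.05) with a median log2 fold change of -0.64, and LOC548079 fell at R6 (-1.50). For RNA transcription, which falls in the paper, 0 of 2 were called in the mean (2 at an unadjusted p of 0.05) and the log2 fold changes of TFIIB1 and TBP1 were 0.26 and 0.28. By RT-qPCR the paper finds D1 and D2 of R8 seeds raised by stress in the tolerant cultivar alone. On these arrays of the susceptible cultivar SGR1 was higher under stress at R8 (log2 fold change 1.06). SGR2, the other stay-green gene measured, was not called (0.22, limma's adjusted p = 0.461). SGR1 carries the synonym D2, whereas the paper lists its STAY-GREEN 1 and 2 as D1 and D2 in that order. Which of the paper's 2 genes SGR1 stands for is therefore not settled here. The paper's result at R8 is the same for both, so the rise of SGR1 differs from it in either case. The pair are close paralogs, and whether their probe sets cross-hybridize was not tested.

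Storage proteins had the direction of the paper in the mean (6 of 10 rose, none fell) and at R8 (8 of 10). Gibberellin genes, rising in the paper, had 4 higher and 3 lower of 12 in the mean, 5 higher at R8, and 1 higher and 4 lower at R6. AP2/EREBP factors had 2 of 12 higher and none lower in the mean, and 3 higher and 1 lower at R6, though the group did not pass camera in either (adjusted p = 0.144 and 0.485). Of the minor carbohydrate genes MIPS rose at R8 (2.18) and 0 of 3 were called in the mean (2 at an unadjusted p of 0.05). For the TCA cycle and nucleotide degradation 0 of 2 genes each were called in the mean by limma (2 and 2 at an unadjusted p of 0.05). MDH-1 fell at R6 (-1.23) and AAH at R8 (-1.05), as in the paper, while UR2 of nucleotide degradation had log2 fold changes of 0.47 and 0.23 at R6 and R8. The rise of SGR1 and SGR2 from R6 to R8 without stress (1.07 and 1.48) has the direction the paper gives for D1 and D2.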

Other observations

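Some genes of jasmonic acid synthesis and sugar transport fell in stressed R6 seeds, and neither group passed the camera test. Of 13 genes of jasmonic acid and lipoxygenases 4 fell and 1 rose at R6 (limma's camera, adjusted p = 0.365), with AOC4, an allene oxide cyclase, at a log2 fold change of -3.57 (standard error 0.17, adjusted p = 1.6e-07, 3 against 3 arrays) and LOX9, a lipoxygenase, at -1.81, while COI1, the jasmonate receptor, was at 1.16 (0.96 and not called without stressed R6 replicate 3). At R8 4 rose and none fell, LOC547835 by at least 3.13-fold from the background and COI1 at 1.21 among them, with CYP74A1 not called without non-stressed R8 replicate 2 (0.99). Of 6 SWEET sugar transporters 3 fell at R6 (adjusted p = 0.194), SWEET24 (-2.55), SWEET17 (-2.01) and SWEET13 (-1.88), and SWEET29 rose (1.22, and 0.98 without non-stressed R6 replicate 2) and rose again at R8 (1.24). ACS1 of ethylene synthesis fell at R6 (-2.61) while the receptor ETR2 rose (2.79), and ADR11, a gene of the auxin list, fell (-1.43).

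Of 37 bZIP factors 6 rose and 3 fell at R6, with BZIP110 at 3.43 (standard error 0.15, adjusted p = 9.9e-08) and BZIP62 at -2.26, and at R8 BZIP80 alone was called (-1.46). Of 20 WRKY factors 2 rose and 1 fell at R6, WRKY12, at least 4.05-fold lower, at the background, and at R8 0 were called by limma (9 at an unadjusted p of 0.05, and 1 higher without non-stressed R8 replicate 2). Among 9 heat stress transcription factors HSF-03 (1.40) and HSF-15 (1.03) rose and HSF-08 fell (-1.52) at R6, where HSF-15 was not called without non-stressed R6 replicate 3 (0.97) or stressed R6 replicate 1 (0.98), and HSF-35 rose at R8 (1.70, 2.34 without non-stressed R8 replicate 1 and 1.06 without replicate 2). Of 34 antioxidant genes the glutathione transferase GSTU42 rose (3.43) and 3 fell at R6, with the ascorbate peroxidase APX2 at -2.24, and at R8 1 fell. At R6, leaving out 1 array gave 2 to 3 WRKY factors higher and 1 to 2 lower, with 3 and 2 without non-stressed replicate 1 or stressed replicate 3, and 1 to 2 antioxidant genes higher, with 2 without stressed replicate 1. The jasmonic acid list had 0 to 2 genes higher at R6, with 2 without non-stressed replicate 2 or 3 and 0 called by limma without stressed replicate 3. The camera test passed for none of the 4 lists of transcription factors and antioxidant genes at R6 or R8 (adjusted p of 0.0999 or more), nor did camera with an estimated correlation.

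Without stress 6236 probe sets rose and 5814 fell from R6 to R8, and under stress 5233 rose and 5204 fell. Of 10 storage protein genes 10 fell without stress (camera, adjusted p = 0.00187; adjusted p = 0.265 with an estimated correlation), of 18 genes of fatty acid and oil synthesis 12 fell (0.0103; adjusted p = 0.135 with an estimated correlation), of 5 genes of the light reactions 4 fell (0.0320; adjusted p = 0.220 with an estimated correlation), and of 30 late embryogenesis abundant proteins and dehydrins 8 rose and 1 fell (0.0146; adjusted p = 0.265 with an estimated correlation). On a scale chosen after the data were seen, from 0 for non-stressed R6 to 100 for non-stressed R8 seeds, computed over all kept soybean probe sets, stressed seeds lay at a mean of 16.9 ± 1.84 at R6 (SD, n = 3 arrays) and 90.8 ± 0.681 at R8 (n = 3), where noise of the non-stressed arrays alone would shift them by 0.269 and -0.437. R7 seeds lay at 63.7 ± 3.96 without stress (n = 2) and 53.4 ± 4.50 under stress (n = 3).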
